# Temporal profiling of myocardial inflammation and recovery in a murine model of cardiac arrest and adrenaline exposure

**DOI:** 10.1016/j.resplu.2025.101137

**Published:** 2025-10-17

**Authors:** Soumya Panigrahi, Siyi Jiang, Angela Enriquez, Sanjana Tummala, Donald Rempinski, Kenneth E. Remy, Cody A. Rutledge

**Keywords:** Cardiac arrest, Inflammation, Heart, Mouse

## Abstract

**Background:**

Myocardial dysfunction after cardiac arrest (CA) is a major contributor to poor outcomes, yet the underlying inflammatory mechanisms within cardiac tissue remain incompletely defined. We sought to delineate the temporal evolution of myocardial inflammation following CA, distinguishing the effects of ischemia–reperfusion injury from those of adrenaline exposure alone.

**Methods and Results:**

Using a murine model of CA and resuscitation, we profiled transcriptomic, immunologic, and functional cardiac changes in mice exposed to either CA followed by resuscitation with adrenaline (Arrest group), adrenaline alone (Adr group), or anesthesia alone (Naïve group). Animals were assessed at 0.5-, 1-, 3-, and 7-days via echocardiography, RNA-sequencing, flow cytometry, immunohistochemistry, and multiplex cytokine analysis. CA elicited a robust, early myocardial inflammatory response characterized by neutrophil infiltration, systemic cytokine surges (IL-6, TNF-α, IL-1β), and downregulation of mitochondrial and metabolic pathways. This immune activation peaked at 0.5 days and resolved by day 7, coinciding with transient myocardial dysfunction and recovery of ejection fraction. In contrast, adrenaline alone induced a delayed, attenuated response peaking at 1 day. Transcriptomic and immunophenotypic signatures distinguished ischemia-driven injury from catecholaminergic effects.

**Conclusions:**

CA induces a distinct, self-limited myocardial inflammatory cascade that parallels functional cardiac recovery. These findings identify a narrow therapeutic window for immunomodulatory interventions and provide a mechanistic foundation for targeted therapies to mitigate cardiac injury after resuscitation.

## Introduction

Cardiac arrest (CA) remains a leading cause of sudden mortality worldwide. Despite improvements in emergency response and access to prompt cardiopulmonary resuscitation (CPR), CA continues to pose significant clinical challenges.^1^, ^2^, ^3^ Among survivors, CA induces widespread molecular and metabolic dysregulation that promotes systemic inflammation and immunological injury.^4^, ^5^, ^6^ Currently, no widely adopted therapies effectively improve long-term outcomes after CA.

CA initiates a complex cascade of systemic events that impact multiple organs, termed post-cardiac arrest syndrome (PCAS), and often affects myocardial function.^7^, ^8^ During CA, tissues experience severe oxygen and nutrient depletion, leading to ischemia, hypoxia, ATP depletion, and acidosis.^9^ Resuscitation reintroduces oxygen abruptly, generating reactive oxygen species (ROS) and oxidative stress, causing impairment of calcium handling and mitochondrial function, reduced ATP synthesis, and activation of inflammatory and cell death pathways.^9^, ^10^, ^11^, ^12^ Adrenaline, while essential for resuscitation, further contributes to myocardial disruption by promoting expression of inflammation-related genes and cytokine release.^13^, ^14^ Together, oxidative stress, calcium dysregulation, metabolic derangements, and inflammation can cause transient contractile dysfunction, commonly termed myocardial stunning.

Systemic inflammation is a hallmark of PCAS, and elevated inflammatory markers are associated with poor neurologic and cardiac outcomes.^15^, ^16^ Infiltrating immune cells, well characterized in myocardial infarction,^17^ likely play a central role in the post-CA myocardial response. Recent studies have utilized modern transcriptomic analyses to better understand inflammatory changes by studying circulating blood in cardiac arrest patients^18^ and by characterizing neuroinflammatory changes in a porcine model.^19^ Despite this recent focus of neuro-specific inflammatory changes and a broader interest in systemic inflammation in PCAS, the local immune and transcriptomic landscape *in the heart of* post-CA patients remains poorly defined. The timing, magnitude, and composition of cardiac immune cell infiltration, and how this differs from adrenaline-mediated effects, are not well characterized. Moreover, the temporal resolution of inflammation and its correlation with myocardial recovery are critical to identifying therapeutic windows.

In this study, we employed a murine model of CA and controlled adrenaline exposure to delineate the myocardial inflammatory trajectory post-resuscitation. We hypothesized that ischemia–reperfusion injury, rather than adrenergic stimulation alone, is the dominant driver of myocardial immune activation. Through comprehensive temporal profiling using echocardiography, transcriptomics, flow cytometry, histology, and cytokine analyses, we aimed to define the molecular and cellular basis of post-arrest cardiac inflammation and identify candidate targets for intervention.

## Materials and methods

### Cardiac arrest model

Eight- to ten-week-old male and female C57BL/6J mice (Jackson Lab, Bar Harbor, ME) were assigned to Naïve, Adrenaline (Adr), or Arrest groups. All mice were anesthetized with 5 % isoflurane (Henry Schein, Melville, NY) prior to procedure. Adr and Arrest mice were intubated and mechanically ventilated. Mice then underwent ultrasound-guided, percutaneous LV injection of 40 µL of either saline (Adr group) or 0.5 M potassium chloride (Arrest group; Fig. 1)^20^ Naïve mice did not receive injection and were not intubated. Asystole was confirmed by ECG and doppler flow analysis of LV flow in the Arrest group. 8 min after saline injection (Adr) or asystole (Arrest group), 500 µL of adrenaline in warmed saline (15 μg/mL) was injected intraventricularly, and chest compressions promptly initiated in the Arrest group. Return of spontaneous circulation (ROSC) was defined by restoration of sinus rhythm on ECG with confirmatory doppler analysis of LV blood flow. Mice that did not achieve ROSC within 3 min were euthanized (total of 4 mice throughout the study). Surviving mice remained ventilated until spontaneous respiration resumed and were recovered under heat.

**Fig. 1:**
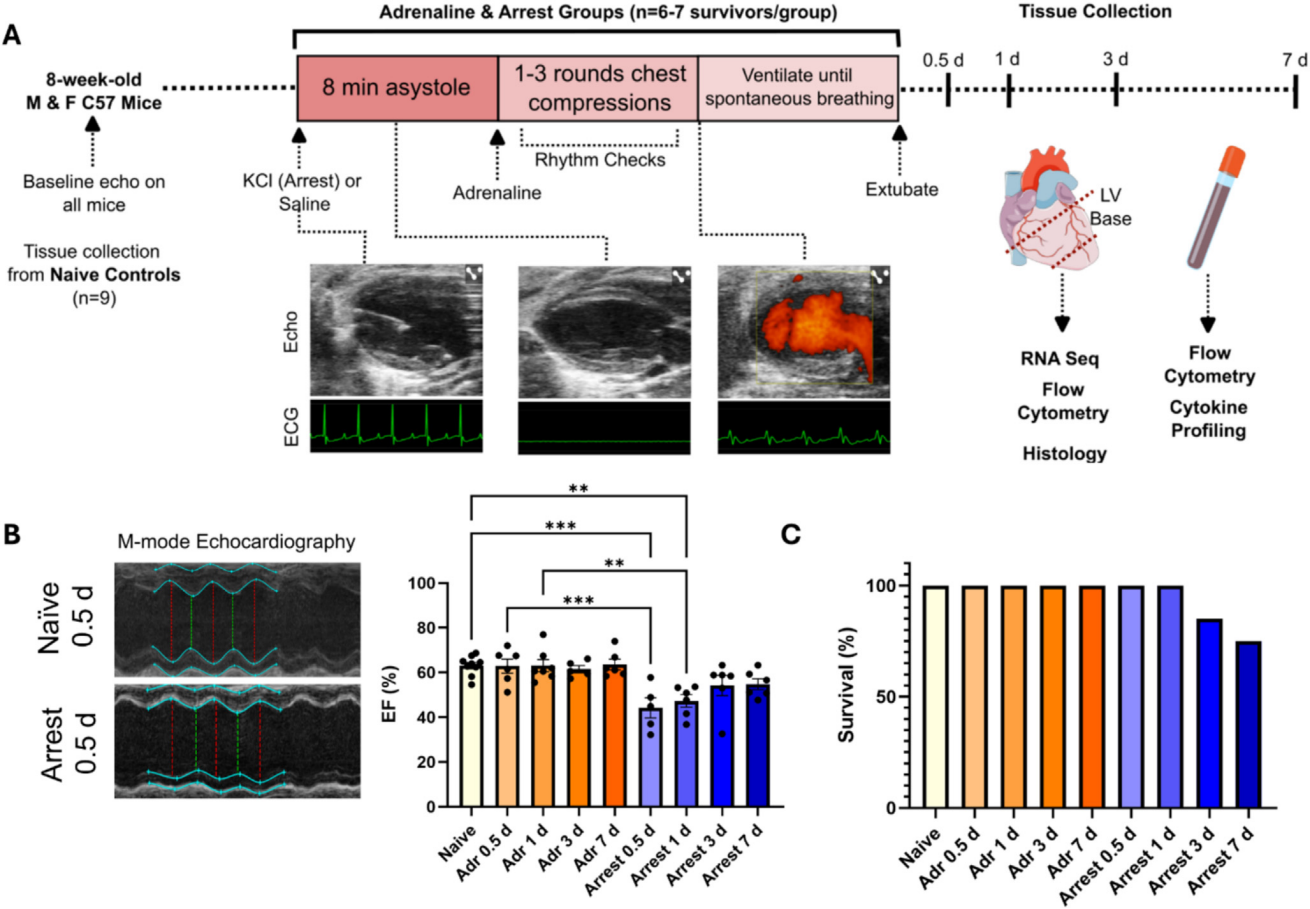
**Mouse model of cardiac arrest.** A. Study overview depicting potassium chloride (KCl) injection to cause asystole with representative ECG data during normal sinus rhythm, asystole, and resuscitation, as well as description of end-points for tissue collection. B. Representative M−mode echocardiography (left panel) in Epi and Arrest (0.5d after procedure). Ejection Fraction (EF) in Naïve, Adr, and Arrest groups at study end points (right). C. Percent of all animals surviving to study endpoint. *n* = 6–9/group. **=*p* < 0.005, ***=*p* < 0.0005 by ANOVA with Dunnett’s multiple comparison test.

### Treatment duration, echocardiography, and tissue collection

Baseline systolic function was assessed in all groups by transthoracic echocardiography (Vevo 3100, Visual Sonics, Toronto, Canada), maintaining heart rate at 400–500 bpm.^21^ Naïve mice were euthanized after imaging, followed by tissue collection. Adr and Arrest mice recovered for 0.5-, 1-, 3-, or 7-days, followed by repeat echocardiography, euthanasia, and tissue collection. 6–9 mice were included for each time point studied, with additional mice included in the 3-and 7-day groups to account for mortality (1 mouse died post-operatively in the 3-day Arrest group, 2 mice in the 7-day Arrest group). After recovery, blood was collected, hearts were flushed with cold saline, and the apex was discarded to avoid local needle injury. LV tissue was flash-frozen or enzymatically digested for flow cytometry. All procedures were approved by the Pittsburgh VA Medical Center IACUC (#1680736).

### Transcriptomics data and immunoprofiling

RNA was isolated from 50 mg LV tissue (RNeasy Mini Kit, Qiagen), and quality was confirmed via NanoDrop and TapeStation (≥1.8 260/280 ratio, RIN ≥ 6, *n* = 3–5 per group). Bulk RNA-seq was performed by Novogene (Illumina NovaSeq PE150). Reads were processed with FastQC and aligned to the mouse genome using HISAT2 v2.0.5. 

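The deposited table holds 4 libraries of Adr hearts at 3 days, and the sample labels set none of them apart. The paper gives 3–5 samples per group. All 4 libraries were therefore analysed, and each was also left out in turn. Replicates 1 to 4 held 13.9, 15.6, 17.2 and 24.7 M fragments counted on genes. In the same order, 16947, 16622, 18917 and 19769 genes had a value above 0. Genes of the mitochondrial genome took 28.1%, 27.8%, 9.36% and 26% of the counted fragments.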

One poor-quality Adr sample (3-day) was excluded. Differentially expressed genes (adj. *p* ≤ 0.05, log_2_FC > 0) were identified using DESeq2. Reactome pathway analysis (adj. *p* < 0.05) and immune gene cross-referencing were used for immunoprofiling (Supplemental Table 2).^22^ Z-scores for 16 immune populations were compared across groups.^23^ Heatmaps and PCA plots were generated using Heatmapper^24^ and ClustVis.^25^ RNA-seq data are available via GEO (GSE280586).

### Flow cytometry

Heart bases were minced and digested in DMEM with collagenase I, hyaluronidase, and DNase I (Sigma) at 37 °C for 1 h (*n* = 3–5 per group). Suspensions were filtered (40 µm), centrifuged (400 g, 5 min), subjected to ACK lysis, and resuspended in FACS buffer. Cells were stained with antibodies (Supplemental Table 1) for 30 min at 4 °C. Spleens were similarly processed without digestion. Whole blood underwent ACK lysis and staining. Samples were analyzed on a Cytek Aurora using FCS Express 7 (Denovo Software; Supplemental Figs. 4–6).

### Histology

Formalin-fixed, paraffin-embedded transverse heart sections (8 µm) were cut near the base (Pitt Histology Core, *n* = 4 per group). Sections were incubated with goat anti-MPO (1 µg/mL; R&D Systems), followed by HRP-conjugated anti-goat IgG and DAB staining. Slides were counterstained with hematoxylin. Images (40x, EVOS 5000) were analyzed by a blinded observer using ImageJ to quantify neutrophils per high-power field.

### Cytokine analysis

Serum cytokines (IFNγ, IL-2, IL-6, TNF-α, IL-1β, IL-17, GM-CSF, CCL3) were analyzed using custom ELLA cartridges (ProteinSimple, San Jose, CA) using 25 uL of plasma according to manufacturer recommendation and analyzed using Simple Plex Runner v3.7.2.0 (*n* = 3–5 per group).

### Statistical analysis

Data are presented as mean ± standard error unless otherwise noted. Significance was set at *p* ≤ 0.05. One-way ANOVA with Dunnett’s test was used for group comparisons, except for Fig. 4, which used nested ANOVA with Tukey’s test. Adr/Arrest time points were compared to Naïve and to each other. Analyses were done with GraphPad Prism 8 (San Diego, CA).

## Results

### Cardiac contractility is transiently reduced following CA

Naïve (anesthesia only), Adr (adrenaline administration), and Arrest mice (8 min of asystole followed by adrenaline mediated resuscitation; Fig. 1A) were assessed for cardiac contractility both at baseline and post-operatively (Adr and Arrest groups only) at 0.5-, 1-, 3-, and 7-days. Mice in the Arrest group exhibited a significant decrease in ejection fraction (EF) at 0.5 days [44.2 ± 4.5 %, *p* < 0.0005] and 1-day [47.3 ± 4.5 %, *p* < 0.005] post-resuscitation compared to Naïve mice [63.1 ± 1.5 %; Fig. 1B]. EF was also reduced in Arrest mice compared to time-matched Adr controls at 0.5 days [44.2 ± 4.5 % Arrest vs 62.9 ± 3.1 % Adr, *p* < 0.0005] and at 1-day [47.3 ± 4.5 % Arrest vs 63.1 ± 2.7 % Adr, *p* < 0.005; Fig. 1B]. By day 3, EF had returned to near baseline levels in the Arrest mice [54.2 ± 4.5 %], indicating recovery from myocardial stunning. No significant changes in left ventricular end-diastolic volume (LVEDV) or temperature were observed across groups (Table 1). Adr animals maintained normal systolic function throughout all time points. These findings validate the reproducibility of our CA model and confirm transient myocardial dysfunction specific to ischemia–reperfusion injury, rather than adrenergic stimulation alone. Survival to endpoint was 100 % in the Naïve and Adr groups, while minor attrition occurred in Arrest animals at later time points (1/7 at day 3, 2/8 at day 7, Fig. 1C). In the Arrest group, mean time to ROSC was 0.3 min, and time to extubation approximately 22 min (Table 1).

**Table 1:** **Physiologic and survivorship data across Naïve, Adrenaline (Adr) and Arrest groups.** Left Ventricular End Diastolic Volume (LV EDV) is the volume in the left ventricle at the end of relaxation. Return of spontaneous circulation (ROSC) indicates the amount of time elapsed between 8-min asystole time and the first observed ventricular complex by ECG and confirmation with Doppler flow analysis. Time to extubation is the total duration of time from procedure start to extubation. Data expressed ± standard deviation. Weights are reported from the day of procedure. Temperatures are reported 1 h after procedure. *Animal death post-op day 2 (1 female), **Animal death post-op days 1 and 2 (both males).

	**Number of Mice Studied (Total)**		**Weight (g)**		**LV EDV (µL)**		**Temp after procedure (°C)**		**Time to ROSC (min)**	**Time to extubation (min)**
**Naïve**	**9 (9)**		**22.6 ± 3.0**		**62.9 ± 6.0**		**n/a**		**n/a**	**n/a**
	**Adr**	**Arrest**	**Adr**	**Arrest**	**Adr**	**Arrest**	**Adr**	**Arrest**	**Arrest**	**Arrest**
**0.5 d**	6 (6)	6 (6)	24.5 ± 2.7	22.7 ± 2.3	70.7 ± 12.7	71.5 ± 9.6	36.7 ± 0.4	36.5 ± 0.6	0.22 ± 0.05	21.3 ± 1.8
**1 d**	7 (7)	7 (7)	23.5 ± 2.7	22.1 ± 2.7	59.3 ± 13.0	61.8 ± 5.4	36.5 ± 0.2	36.8 ± 0.5	0.50 ± 0.16	22.3 ± 2.5
**3 d**	6 (6)	6 (7)*	22.5 ± 2.6	21.9 ± 2.3	69.5 ± 20.5	57.8 ± 12.3	36.8 ± 0.2	36.5 ± 0.4	0.26 ± 0.05	22.4 ± 1.1
**7 d**	6 (6)	6 (8)**	23.6 ± 3.6	21.4 ± 2.2	54.1 ± 6.8	63.5 ± 18.5	36.8 ± 0.1	36.1 ± 0.2	0.23 ± 0.03	21.0 ± 1.6

### Transcriptomic profiling reveal early and transient pathway alterations following CA

Understanding the dynamic molecular responses to cardiac arrest is essential for identifying early regulatory mechanisms and potential therapeutic targets. Here, transcriptomic profiling uncovers rapid and transient alterations in key pathways, shedding light on the immediate genomic shifts that define the acute phase of cardiac injury and recovery. To identify global transcriptional changes in response to cardiac arrest and adrenaline exposure, we performed bulk RNA sequencing of myocardial tissue harvested at 0.5-, 1-, 3-, and 7-days post-intervention across all groups.

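Left ventricular RNA of 37 mice in 9 groups was sequenced, with 5 libraries in the Naïve group and 4 in each Adr and Arrest group on days 0.5, 1, 3 and 7. Adr mice received 500 µL of adrenaline at 15 µg/mL, and Arrest mice underwent 8 min of asystole before resuscitation with adrenaline. The sample labels call the Adr groups sham. The authors deposited 1 table of FPKM, the fragments per kilobase of gene and per 1e6 fragments, for 56748 genes with their lengths and symbols. The paper names HISAT2 for alignment and DESeq2 for testing, and its text does not name the genome build, the annotation, the counting tool or the strand that was counted. In 100% of the values, FPKM multiplied by gene length was a whole multiple of what 1 fragment is worth in that library, so the number of fragments counted on genes could be recovered.

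Naïve libraries held 13.4 to 15.7 M fragments (median 14). Adr libraries held 13.2 to 18.5 M (median 15.1) at 0.5 days, 13.6 to 25.9 M (median 14.5) at 1 day, 13.9 to 24.7 M (median 16.4) at 3 days and 13.7 to 15.4 M (median 14.7) at 7 days. The corresponding ranges in Arrest were 14.4 to 21.7 M (median 16.4), 14 to 16.1 M (median 15), 14.8 to 30.2 M (median 16.1) and 13.8 to 28.5 M (median 14.9). A median of 16348 genes had a value above 0 in the Naïve libraries, with 13475 in replicate 4. Group medians in Adr and Arrest ran from 16660 to 19597 genes. By the levels of Xist and Ddx3y, the Naïve group held 2 males and 3 females, Arrest at 7 days 1 male and 3 females, and each other group 2 and 2.

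FPKM values were rescaled by median ratios, whose factor was 1.013 in every library, and converted to log2(FPKM + 1). Of the listed genes, 16530 with at least 0.5 FPKM in at least 4 libraries were tested. A single linear model of all libraries was fitted with limma (moderated test with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with an adjusted p of at most 0.05 are reported as differing, and by chance alone 826 genes would have an unadjusted p of at most 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes at low FPKM. The test, the threshold, the gene lists and the rule for naming genes were set before the data were examined. For single measures, each group was compared with Naïve by an exact two-sided permutation test, whose smallest p is 0.0079 for 4 libraries against 5.

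Short genes differed between groups from long ones. Across 11506 genes with a mean FPKM of at least 1, which are not independent replicates, the log2 ratio to Naïve fell with gene length in each of the 8 groups, with Spearman correlations of -0.36, -0.32, -0.16 and -0.17 for Adr on days 0.5, 1, 3 and 7 and of -0.27, -0.34, -0.27 and -0.16 for Arrest. At 1 day in Arrest, the 2877 shortest genes (27 to 2358 bases) rose by a mean of 0.25 on the log2 scale and the 2877 longest (at least 6420 bases) fell by 0.1. Per library, the correlation of the log2 ratio to the mean of all libraries with gene length averaged 0.19 in Naïve, and it was lower in 6 of the 8 groups (exact two-sided permutation test, p between 0.00794 and 0.0317). At 7 days the p-values were 0.0952 in Adr and 0.357 in Arrest.

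**Figure D1:**
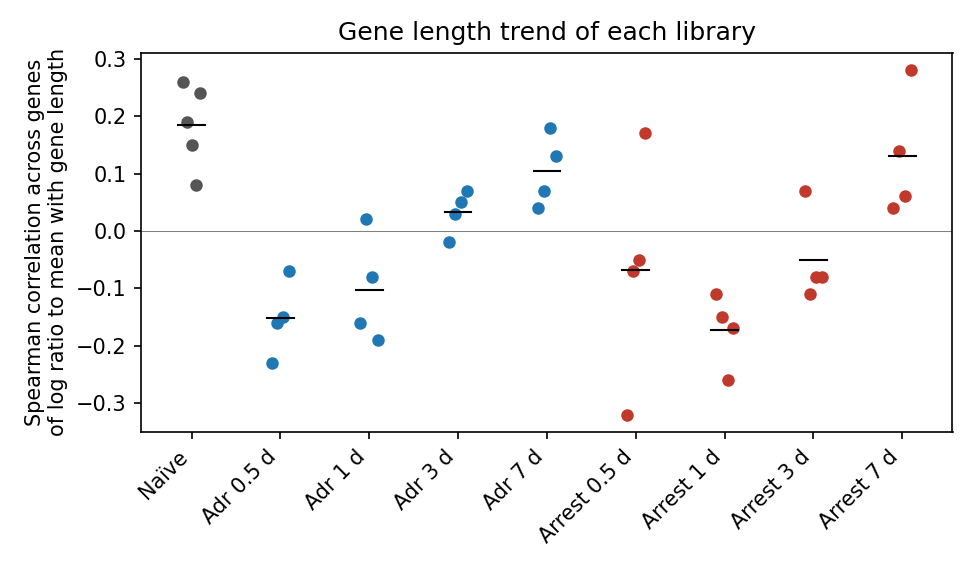
Spearman correlation across genes of each library's log2 ratio to the mean of all libraries with gene length (vertical axis), by group (horizontal axis). Each dot is 1 library and each line a group mean, which is 0.19 in Naïve and -0.17 in Arrest at 1 day.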

Principal component analysis (PCA) revealed distinct clustering by experimental group and time point (Fig. 2A). 

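Principal components were computed separately for Naïve with Adr and for Naïve with Arrest, the comparisons of Fig. 2A. Values were log2(FPKM + 1) with each gene scaled to unit variance. The paper's text does not name the transform behind Fig. 2A. It excluded 1 Adr sample at 3 days, whereas all 4 libraries of that group were kept here. In the Adr plot (16520 genes), the first and second components held 17.5% and 11.2% of the variance, and in the Arrest plot (16524 genes) 15.5% and 10%. First-component scores in the Arrest plot were -55.1 ± 14.3 (SD, n = 5) in Naïve, 42 ± 31 (SD, n = 4) at 0.5 days, 58.8 ± 27.9 at 1 day, 1.6 ± 39.1 at 3 days and -33.5 ± 5 at 7 days. The first 3 Arrest time points each differed from Naïve with an exact two-sided permutation p of 0.0079, and the last with 0.016. In the Adr plot, scores were -28.9 ± 5.6 in Naïve and -9.6 ± 9, 7.5 ± 23.5, 43.1 ± 117.8 and -4.9 ± 23.7 on days 0.5, 1, 3 and 7 (exact p = 0.0079, 0.024, 0.048 and 0.024). The score of 1 Adr library at 3 days, replicate 3, was 218, against -31.8 to 4.4 in the rest of its group. Without it the difference of that group from Naïve dropped from 72 to 13.6 on the same axis (exact p = 0.16), and with components computed again, on another axis, it was 47.7 (exact p = 0.036). The second component of the Adr plot had scores of -43 ± 45.6 in Naïve, 41.2 ± 28.3 at 0.5 days and 35.5 ± 28.6 at 1 day (exact p = 0.0079 for each), and -6.8 ± 22.4 and -16.2 ± 3 at 3 and 7 days (exact p = 0.16 and 0.28). With components computed again without replicate 3 or 4 of the group, the exact p-values were 0.12 and 0.054 at 0.5 days and 0.071 and 0.11 at 1 day. In the Arrest plot, second-component scores did not differ from Naïve (exact p = 1, 1, 1 and 0.97). Without Naïve replicate 4, at -164, the exact p-values at 0.5, 1 and 3 days were 0.029 each on the same axis and 0.29, 0.086 and 0.89 with components computed again.

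With each library left out in turn and components computed again, the first-component differences of Arrest at 0.5, 1 and 3 days kept p of at most 0.05 in all 9 fits, with values from 88 to 106, from 107.1 to 124.9 and from 39.1 to 69.5. That of Adr at 0.5 days lost it in 1 of 9 fits (without Naïve replicate 5, exact p = 0.057). The Adr differences at 1, 3 and 7 days lost p of at most 0.05 in 8, 7 and 8 of 9 fits and that of Arrest at 7 days in 4 of 9, with exact p of up to 0.086, 0.14, 0.086 and 0.054.

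Distances over all genes were compared as well. The mean Euclidean distance between Naïve libraries was 189.8 ± 18.9 (SD, n = 5) in the Arrest plot. Distances to Naïve were 192.6 ± 14, 198.6 ± 9.31, 200.9 ± 15.7 and 169.2 ± 12.5 (SD, n = 4) for Arrest on days 0.5, 1, 3 and 7, none of them different from the Naïve spread (exact two-sided permutation p = 0.9, 0.67, 0.44 and 0.21). The Adr groups were 181 ± 14.7, 191.6 ± 6.58, 201.6 ± 51.8 and 172.5 ± 11.2 from Naïve, whose own spread was 189.2 ± 18.6 (exact p = 0.68, 0.98, 0.61 and 0.28). Naïve replicate 4 weighed on these comparisons. Without it, Arrest exceeded the Naïve spread by 15, 21.9 and 24.9 at 0.5, 1 and 3 days (exact p = 0.086, 0.029 and 0.014), and Adr by 3.29, 14.7 and 25 (exact p = 0.81, 0.014 and 0.56). Over all alternatives the p-values of Arrest at 0.5, 1 and 3 days and of Adr at 1 day ran from 0.014 to 1. Over the 500 genes with the largest variance, where distances are on a smaller scale, Arrest at 0.5 and 1 day exceeded the Naïve spread by 3.87 and 3.89 (exact p = 0.024 for each).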

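Against Naïve, 531 genes differed in Arrest at 0.5 days (290 higher, 241 lower), 1176 at 1 day (641 higher, 535 lower), 23 at 3 days (16 higher, 7 lower) and 0 at 7 days, where 852 genes had an unadjusted p of at most 0.05 (limma, Benjamini-Hochberg adjustment). Libraries were also left out one at a time. Counts then ran from 125 (without Arrest replicate 2) to 910 at 0.5 days and from 487 (without Arrest replicate 3) to 1703 at 1 day, with the highest value in each case from leaving Adr replicate 3 at 3 days out of the model, an alternative chosen after the data were seen. At 3 days they ran from 12 (without Naïve replicate 1) to 186 (without the same Adr library), and at 7 days from 0 to 1 (without Arrest replicate 4). The alternative that moved the 1-day count most was the number each library carries in its sample description, entered as a covariate, with 34 genes. Under quantile normalization the split was 207 higher and 311 lower at 0.5 days and 391 higher and 622 lower at 1 day.

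A direct comparison of Arrest at 0.5 and 1 day found 0 genes that differed (484 at an unadjusted p of at most 0.05), and between 0 and 4 genes when libraries were left out, the highest number without Arrest replicate 3 at 1 day. Of the genes that differed from Naïve, 375 were shared by the 2 time points, all of them in the same direction. Log2 fold changes at 0.5 and 1 day correlated across genes with r = 0.81. Of 100 simulated pairs of unchanged groups with shared controls, 0 reached this value (median 0.5). Groups and controls were drawn from the within-group deviations of all libraries. The controls were thus not the Naïve libraries themselves, whose own spread, replicate 4 included, these draws do not cover.

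The largest rise at 0.5 days was that of Serpina3n (ENSMUSG00000021091), from 6.05 ± 7.25 FPKM (SD, n = 5) in Naïve to 142 ± 41.8 FPKM (SD, n = 4), a log2 fold change of 4.74 (SE 0.88, limma adjusted p = 0.0034). Lcn2 (ENSMUSG00000026822) rose from 1.74 ± 1.42 to 43.1 ± 30.6 FPKM, a log2 fold change of 3.84 (SE 0.74, adjusted p = 0.0047). Gm49326, Timp1 and Mmp3 rose by 3.62, 3.13 and 3.01 on the log2 scale (adjusted p = 0.02, 0.014 and 0.00054). The largest falls were those of Gm32113, Apln, the gene listed only as ENSMUSG00000120630, Lsmem1 and Lrrc15, with log2 fold changes of -2.08, -1.82, -1.72, -1.62 and -1.58 (adjusted p = 0.001, 0.012, 0.00054, 0.021 and 0.001). In each of these 10 genes every Arrest library lay beyond every Naïve library, as the rule for naming genes requires. With single libraries left out, Gm49326 no longer had an adjusted p of at most 0.05 without Arrest replicate 1, and neither did Timp1 or Lsmem1 without Arrest replicate 2. Genes with Gm names are uncertain where they overlap other genes.

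At 1 day, Serpina3n stood at 165 ± 52 FPKM (SD, n = 4) and Lcn2 at 38.8 ± 17.9 FPKM, with log2 fold changes of 4.94 and 3.89 (adjusted p = 0.0011 and 0.0021). Mt1 (ENSMUSG00000031765) rose from 114 ± 13.5 to 959 ± 527 FPKM, a log2 fold change of 2.86 (SE 0.52, adjusted p = 0.0013). Apln, Gm45380 and Retnla fell by 2.09, 2.01 and 1.98 on the log2 scale (adjusted p = 0.0024, 0.025 and 0.011). The adjusted p of Retnla was 0.056 without Arrest replicate 3, and Gm45380 lost its call in 3 of 10 fits that each left out 1 library. At 3 days, Gm2830 and Gm28875 rose by 2.2 and 1.75 and Nlk, Ctnna3 and 2610021A01Rik fell by 0.8, 0.72 and 0.7 on the log2 scale (adjusted p = 0.0086, 0.023, 0.0086, 0.022 and 0.022), of which Gm28875, Ctnna3 and 2610021A01Rik lost their calls in 5, 5 and 3 of the 10 fits. Gm38317, listed at 0 in all Naïve libraries, stood between 1.52 and 9 FPKM in the 4 Arrest libraries at 3 days.

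**Figure D2:**
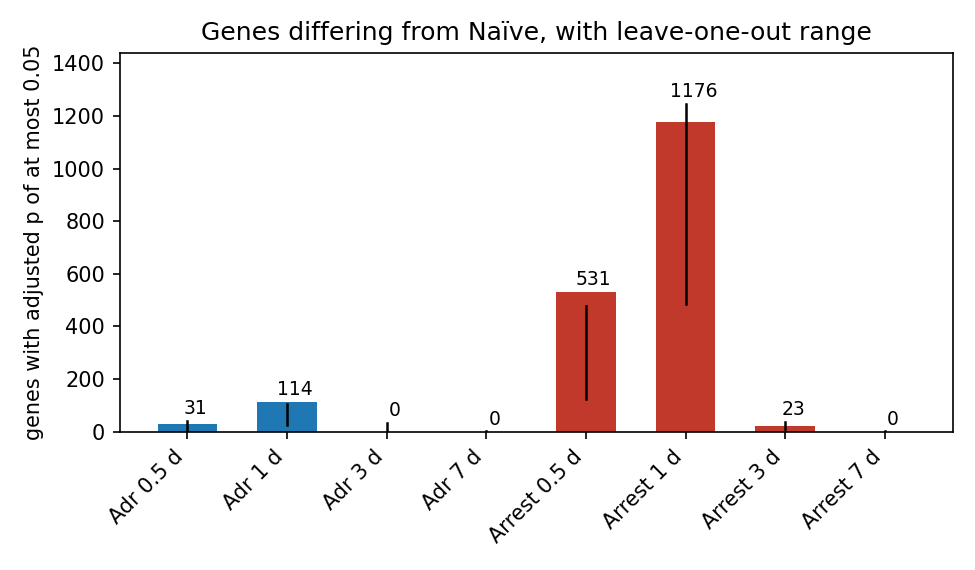
Number of genes with an adjusted p of at most 0.05 against Naïve (vertical axis) in each Adr and Arrest group (horizontal axis). Black lines span the counts when each library of the 2 compared groups is left out in turn.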

Arrest animals demonstrated the most pronounced transcriptomic deviation at 0.5 days, which resolved progressively by day 7, paralleling recovery of cardiac function. In contrast, the Adr group exhibited a milder transcriptional response, with delayed peak changes at 1 day.

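In Adr, 31 genes differed from Naïve at 0.5 days (13 higher, 18 lower) and 114 at 1 day (62 higher, 52 lower), while 2312 and 2430 genes had an unadjusted p of at most 0.05 (limma, Benjamini-Hochberg adjustment). At 3 and 7 days 0 genes differed, with 2295 and 1017 genes at an unadjusted p of at most 0.05. The counts depended on single libraries. They fell to 3 at 0.5 days without Naïve replicate 1 and to 27 at 1 day without Adr replicate 3. With Adr replicate 3 at 3 days left out of the model, they were 223 and 416. At 3 days the count was 34, 24, 0 and 1 without Adr replicates 1 to 4, respectively, and at 7 days 1 without Adr replicate 1. Divided by the fragments counted on genes, a scaling chosen after the data were seen, 80 genes differed at 0.5 days (49 higher, 31 lower) and 213 at 1 day (175 higher, 38 lower), and it moved the median change of all genes at 1 day from 0.04 to 0.1 on the log2 scale. Quantile normalization gave 50 genes (14 higher, 36 lower) and 124 genes (48 higher, 76 lower).

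A direct comparison of 0.5 with 1 day in Adr found 0 genes that differed (462 at an unadjusted p of at most 0.05). No gene had a change between 0.5 and 1 day that differed between Adr and Arrest (0 genes, 545 at an unadjusted p of at most 0.05). Arrest and Adr hearts were also compared directly at the same time point. At 0.5, 1 and 3 days 0 genes differed (638, 1090 and 888 at an unadjusted p of at most 0.05), and at 7 days only Chuk (limma adjusted p = 0.0493, 416 genes at an unadjusted p of at most 0.05), which was named after its value was seen. Leaving out 1 library gave up to 2, 4 and 1 genes at 0.5, 1 and 3 days, the first without Arrest replicate 4 at 0.5 days, the second without Arrest replicate 4 at 1 day and the third without Arrest replicate 2 at 3 days. At 7 days the count fell to 0 in 6 of 9 fits that each left out 1 library.

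Fold changes against Naïve in Adr and Arrest correlated across genes with r = 0.75 at 0.5 days, 0.69 at 1 day, 0.66 at 3 days and 0.59 at 7 days. Of 100 simulated pairs of unchanged groups with shared controls, 0, 1, 6 and 14 reached these values. The controls were drawn from the within-group deviations of all libraries, so the spread of the Naïve libraries themselves is not covered. Of the Adr genes, 20 at 0.5 days and 83 at 1 day also differed in Arrest at the same time, all in the same direction.

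Gngt2 (ENSMUSG00000038811) rose from 3.3 ± 1.75 FPKM (SD, n = 5) in Naïve to 8.64 ± 1.19 FPKM (SD, n = 4) in Adr at 0.5 days, a log2 fold change of 1.26 (SE 0.25, limma adjusted p = 0.025). Gm22009 and Prrt1 rose by 2.27 and 1.06 (adjusted p = 0.037 and 0.046). Gm32113, Tnfsf10 and Prox1 fell by 1.54, 0.9 and 0.84 (adjusted p = 0.046, 0.032 and 0.046). Each of these 6 genes lost its call in 5 to 8 of 10 fits that each left out 1 library. At 1 day, Mmp3 (ENSMUSG00000043613) rose from 3.2 ± 2.1 to 18 ± 8.44 FPKM, a log2 fold change of 2.24 (SE 0.46, adjusted p = 0.018), and Gm22009 by 1.98 (adjusted p = 0.047). Misp3, Gm32113 and Myh11 fell by 1.59, 1.56 and 1.09 (adjusted p = 0.018, 0.032 and 0.033). With single libraries left out, Mmp3, Gm22009, Misp3, Gm32113 and Myh11 lost their calls in 3, 7, 3, 5 and 5 of the 10 fits. Gm38317 stood between 2.64 and 5.55 FPKM in the 4 Adr libraries at 1 day and is listed at 0 in all Naïve libraries.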

**Fig. 2:**
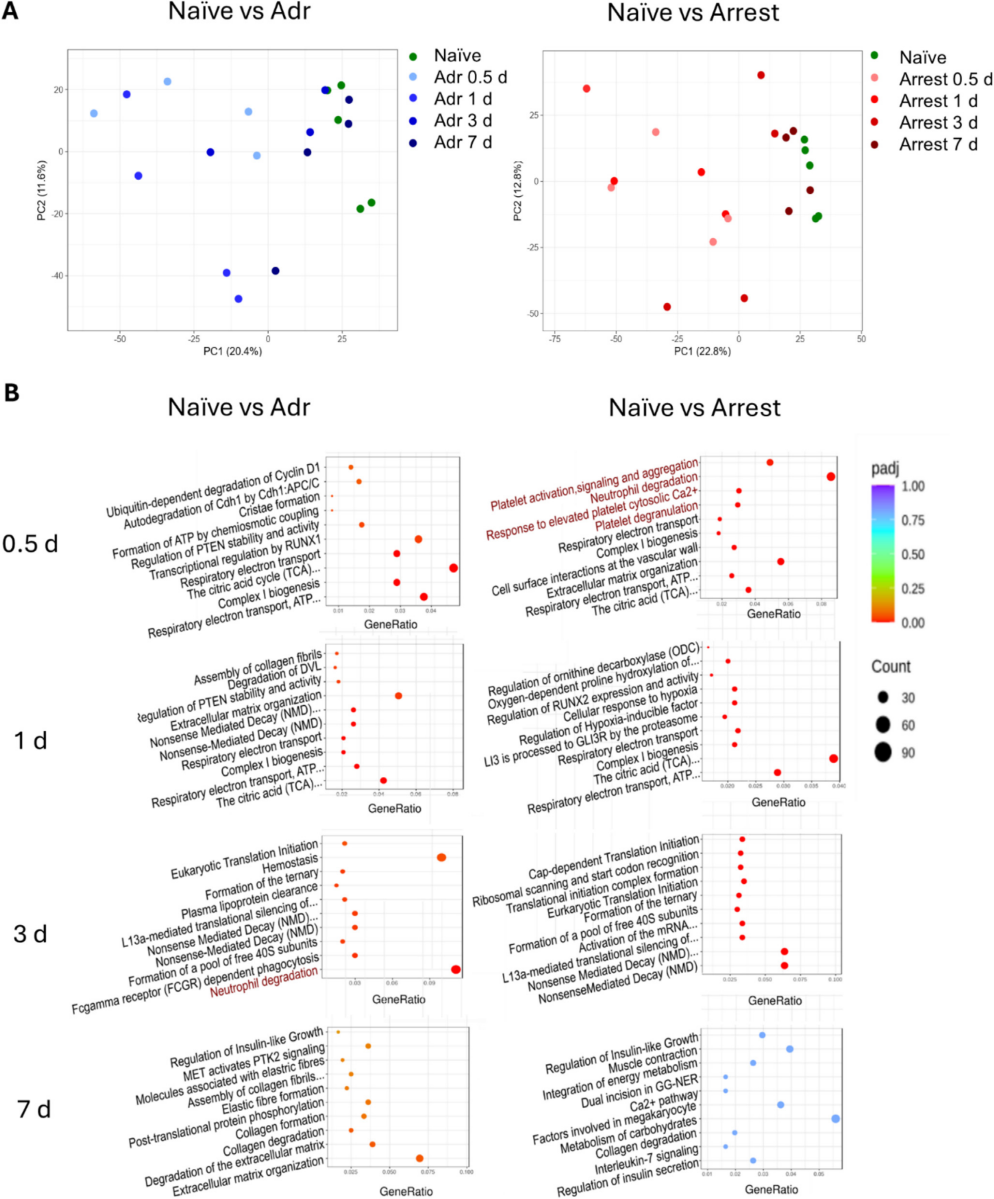
**Transcriptomic comparison and pathway Analysis of Epi and Arrest myocardial changes to Naïve controls.** A. Principal component analysis (PCA) plots of Naïve transcriptomes compared to Adr (left) or Arrest (right) at 0.5-, 1-, 3-, and 7-d, demonstrating resolution of changes over time. B. Top 10 Reactome pathway analyses comparing Naïve controls to Adr (left) and Arrest (right) hearts at study end-points. Inflammation associated pathways are highlighted in red. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

Reactome pathway analysis was utilized to identify broad categories of transcriptome changes (Fig. 2B). The top 10 Reactome pathways are presented for each time point by adjusted p-value, allowing comparison of Naïve controls to both Adr and Arrest animals. 

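The gene sets behind Fig. 2B were not used here, and lists of the subunits and enzymes named in such pathways were tested in their place. Lists were tested with camera, from limma, which compares a list's fold changes with those of all other genes at a preset correlation of 0.01 between genes, and adjusted p-values are over the 31 lists tested. Nuclear genes of complex I (37 subunits) had a mean log2 fold change against Naïve of 0.39 in Adr at 0.5 days (camera adjusted p = 3.9e-08, 35 subunits higher), 0.26 in Adr at 1 day (0.00081, 30 higher), 0.34 in Arrest at 0.5 days (1.2e-05, 35 higher) and 0.54 in Arrest at 1 day (8.2e-12, 36 higher). Exact two-sided permutation tests of the list's mean in each library against Naïve gave p = 0.0079, 0.056, 0.032 and 0.0079. Of the 37 genes, 0, 0, 3 and 10 had an adjusted p of at most 0.05 among all genes tested, and 7, 4, 4 and 20 when adjusted over the list alone. Without Adr replicate 4 at 1 day the value there was 0.17 (camera adjusted p = 0.058). Subunits of complexes II to V (43 genes) rose by 0.35, 0.24, 0.31 and 0.52 (camera adjusted p = 1.2e-07, 0.00071, 1.2e-05 and 1.4e-12). None of these calls held under fry, which allows for the correlation between genes (adjusted p from 0.097 to 0.58 for complex I), or with the correlation estimated from the data. Both were run only on all libraries. Adr replicate 3 at 3 days, with a complex I mean of 5.73 against 7.17 to 7.32 in its group, adds to the spread and correlation they use. How the calls stand under either without it was not tested.

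Complex I genes are short, with a median length of 1569 bases. Random lists of 37 genes matched on length and expression also rose, by means of 0.18, 0.13, 0.18 and 0.26 in the same 4 comparisons, and complex I lay at the 99.99th, 99.5th, 99.15th and 99.97th percentile of 10000 such lists. Among the alternatives, removing each library's trend with gene length moved the list most in 3 of the 4 comparisons, and quantile normalization in Arrest at 1 day (0.27). Without the trend complex I rose by 0.17 in Adr at 0.5 days (camera adjusted p = 0.02), 0.05 in Adr at 1 day (0.66), 0.14 in Arrest at 0.5 days (0.11) and 0.3 in Arrest at 1 day (4e-05). Over all alternatives the adjusted p ran from 8.4e-17 to 0.94, from 5.6e-09 to 0.95, from 6.2e-10 to 0.91 and from 3.3e-20 to 0.83.

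Enzymes of the citric acid cycle (21 genes, pyruvate dehydrogenase genes and the Sdh genes of complex II among them) did not rise. Their mean log2 fold changes were -0.07 and -0.18 in Adr at 0.5 and 1 day (camera adjusted p = 0.31 and 0.014) and -0.06 and 0.03 in Arrest (0.46 and 0.99). At 1 day in Adr 3 of the 21 genes were higher (exact two-sided permutation p = 0.032 for the list's mean), and the camera call was lost without Naïve replicate 3 (adjusted p = 0.052) and without Adr replicate 2 (0.086). With the trend with gene length removed, the falls in Adr were larger, -0.14 at 0.5 days (camera adjusted p = 0.15, exact two-sided permutation p = 0.016) and -0.25 at 1 day (0.0038, exact p = 0.0079), and the values in Arrest were -0.12 and -0.04 (0.32 and 0.84). The adjusted p in Adr at 1 day ran from 1.4e-07 to 0.95 over all alternatives. At 1 day in Arrest the value was -0.01 without Arrest replicate 3, and at 0.5 days in Arrest it ran from -0.1 to -0.02 with single libraries left out. None of the 21 genes differed among all genes tested or when adjusted over the list alone. Under quantile normalization the list fell by 0.23 in Adr at 0.5 days and in Arrest at 0.5 and 1 day (camera adjusted p = 0.0047, 0.014 and 0.017).

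**Figure D3:**
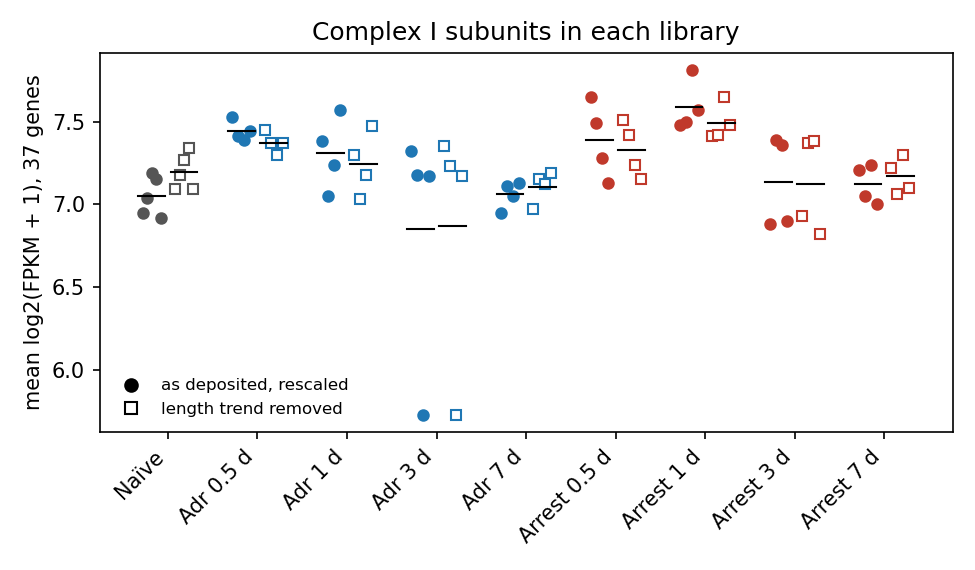
Mean log2(FPKM + 1) of 37 complex I genes (vertical axis) in each library, by group (horizontal axis). Filled circles are values as rescaled, open squares are values with the trend with gene length removed, and bars are group means, with Adr replicate 3 at 3 days at 5.73.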

The most prominent pathways in both the Adr and Arrest groups predominantly involve mitochondrial and energetic pathways at 0.5- and 1-day (e.g., citric acid cycle, respiratory electron transport, complex I biogenesis). The Arrest mice, however, feature a number of inflammatory pathways (e.g. platelet activation, neutrophil degranulation) at 0.5 days, which are not present at later time points. 

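A list of 20 neutrophil genes, of which 12 were tested, had a mean log2 fold change against Naïve of 1.24 in Arrest at 0.5 days (camera adjusted p = 2.4e-07) and 1.08 at 1 day (4e-04). All 12 genes were higher at each of these time points, and every Arrest library lay above every Naïve library (exact two-sided permutation p = 0.0079). Of the 12 genes, 3 at 0.5 days (Lcn2, Stfa2l1 and Clec4d) and 1 at 1 day (Lcn2) differed among all genes tested, against 8 and 6 when adjusted over the list alone. Clec4d rose from 0.34 ± 0.373 FPKM (SD, n = 5) to 7.34 ± 5.07 FPKM (SD, n = 4) at 0.5 days. Both calls held under fry (adjusted p = 0.00084 and 0.015) and neither with an estimated correlation (0.14 and 0.62), and over all alternatives the adjusted p ran from 1.3e-08 to 0.14 and from 3e-05 to 0.62. At 3 and 7 days the list's values were 0.53 and 0.13 (camera adjusted p = 0.27 and 0.76), and the 3-day value was 0.26 without Arrest replicate 1. The difference between 0.5 and 1 day was 0.16 (camera adjusted p = 0.081). Of the 31 lists, 7 differed between 0.5 and 1 day in Arrest, complex I and monocytes among them, and 6 did in Adr. None of these calls between time points held under fry. With single libraries left out, the numbers ran from 5 to 11 in Arrest and from 3 to 11 in Adr.

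A list of 16 platelet genes, of which 11 were tested, had values of 0.08 at 0.5 days and -0.01 at 1 day (camera adjusted p = 0.84 and 0.96), with 0 and 1 genes past the threshold both among all genes tested and over the list alone. At 1 day the sign changed to 0.03 without Naïve replicate 4 or Arrest replicate 2 and to 0.02 without Arrest replicate 3. At 3 days the list rose by 0.32 (camera adjusted p = 0.012, fry adjusted p = 0.034), a call lost without Naïve replicate 5, Arrest replicate 1 or Arrest replicate 4 (adjusted p = 0.055, 0.073 and 0.14, from 0.0022 to 0.72 over all alternatives), and at 7 days by 0.08 (adjusted p = 0.62). None of the 11 genes differed at 3 days among all genes tested, and 3 did when adjusted over the list alone.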

Of note, the Adr groups do contain some inflammation associated pathways (e.g. neutrophil degranulation) at the 1-d end-point, though these pathways do not fall into the top ten changes (see Supplemental Table 3 for full list). 

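In Adr hearts, the 12 tested neutrophil genes had a mean log2 fold change against Naïve of 0.58 at 0.5 days and 0.5 at 1 day (camera adjusted p = 0.06 and 0.099), with 11 of the 12 genes higher at each. Exact two-sided permutation tests of the list's mean per library gave p = 0.032 and 0.0079. None of the genes differed at either time point, among all genes tested or when adjusted over the list alone. The value at 0.5 days ran from 0.35 without Adr replicate 4 to 0.74 without Adr replicate 1 (camera adjusted p = 0.011), and with a pseudocount of 0.1 the values were 1.31 and 1.19 (0.023 and 0.032). Over all alternatives the adjusted p ran from 0.011 to 0.94 and from 0.014 to 0.95. At 3 days it was 0.64 (camera adjusted p = 0.0084), which fell to 0.43 without Adr replicate 3 (0.17), and at 7 days 0.27 (0.44).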

By 7 days, there were minimal pathway changes in either group. No pathways were significantly different between Naïve and Arrest mice at 7 days, while only three pathways (related to extracellular matrix and collagen degradation) remained significant between Adr and Naïve mice at this time point, suggesting a near-complete resolution of transcriptomic changes. 

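At 7 days, 2 of the 31 lists differed between Adr and Naïve, those of extracellular matrix genes and atrial genes, and 2 between Arrest and Naïve, those of ribosomal proteins and white fat. With single libraries left out, the number in Adr ran from 1 (without Adr replicate 1) to 6 (without Adr replicate 4) and that in Arrest from 0 (without Arrest replicate 2, Naïve replicate 1 or Naïve replicate 3) to 3 (without Arrest replicate 4 or Naïve replicate 5). None of the 4 calls held under fry. With the trend with gene length removed, ribosomal proteins in Arrest changed by 0.02 (camera adjusted p = 0.71). In Adr, complexes II to V, citric acid cycle enzymes and proteasome genes then changed by -0.11, -0.16 and -0.08 (camera adjusted p = 0.029 for each). The 42 extracellular matrix genes, collagens among them, had a mean log2 fold change of 0.31 in Adr (camera adjusted p = 0.0023, 40 of 42 genes higher, exact two-sided permutation p = 0.016), with none of the genes past the threshold among all genes tested or when adjusted over the list alone. Without Adr replicate 1 the list's value was 0.15 (camera adjusted p = 0.48, from 3.9e-07 to 0.99 over all alternatives). In Arrest it was 0.04 (0.86), and -0.08 without Arrest replicate 2. The same list stood at 0.32, 0.38 and 0.53 in Adr at 0.5, 1 and 3 days (camera adjusted p = 0.072, 0.032 and 2.1e-05). The 3-day value rested on Adr replicate 3 and was 0 without it (camera adjusted p = 0.77), and the 1-day call was kept in 4 of 9 fits that each left out 1 library. White fat in Arrest at 7 days (0.84, camera adjusted p = 0.036) fell to 0.23 without Arrest replicate 2 (0.74), and the call of ribosomal proteins was kept in 4 of 9 fits. From the pathways left at this time point, the paper proposes that the transcriptomic changes had resolved almost completely.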

Pathway comparisons between Adr and Arrest groups directly revealed only a few significant alterations, most notably involving extracellular matrix organization at 0.5 and 1 day (Supplemental Fig. 2).

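In the direct comparison of Arrest with Adr, the extracellular matrix list had a mean log2 difference of -0.08 at 0.5 days (camera adjusted p = 0.16, exact two-sided permutation p = 0.69) and -0.29 at 1 day (camera adjusted p = 0.0018, 9 of 42 genes higher in Arrest, exact p = 0.2). None of the 42 genes differed at 1 day, among all genes tested or over the list alone. The 0.5-day value was 0.05 without Arrest replicate 1, -0.14 without Arrest replicate 2 (camera adjusted p = 0.042) and -0.12 without Arrest replicate 3 (0.048). The 1-day value ran from -0.45 without Adr replicate 4 to -0.19 without Adr replicate 2, and its call did not hold under fry. Over all alternatives the adjusted p ran from 0.024 to 0.99 at 0.5 days and from 8.3e-06 to 0.78 at 1 day. Differences at 3 and 7 days were -0.01 and -0.26 (camera adjusted p = 0.59 and 4.8e-05). The 3-day difference was 0.53 without Adr replicate 3 (camera adjusted p = 4.7e-10) and the 7-day difference -0.11 without Adr replicate 1 (0.12). Across the 4 time points, 4, 9, 11 and 1 of the 31 lists differed between Arrest and Adr, and none of these calls held under fry. With single libraries left out, the number ran from 3 (without Adr replicate 1 or 4) to 7 (without Adr replicate 3) at 0.5 days, from 9 to 10 at 1 day, from 8 (without Adr replicate 3) to 15 (without Adr replicate 1) at 3 days and from 1 to 5 (without Arrest replicate 2) at 7 days. Complex I and complex II to V subunits and atrial genes were among the 9 lists at 1 day. Adr replicate 2 at 1 day had the highest means of its group for both atrial genes (6.03) and matrix genes (4.03). Replicate 1 had the lowest atrial mean (2.31) with a matrix mean of 3.81. Atrial tissue as a source of the matrix difference was not tested.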

### Immunoprofiling reveals dynamic inflammatory responses following cardiac arrest

In order to more deeply characterize the inflammatory changes implicated by RNA sequencing, immunoprofiling was completed on transcriptome data to assess specific immune cell groups contributing to bulk RNA changes. Sixteen immune cell populations were assessed by comparing gene profiles linked to specific populations and generating the z-scores of mRNA expression changes between treatment groups (Fig. 3A). 

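The gene list of the paper's immunoprofiling was not used here. For each of the 16 populations a list of well-known marker genes was written, and 12 of the lists had at least 3 tested genes. Each gene's log2(FPKM + 1) was converted to a z-score across all 37 libraries and averaged over all listed genes in each library, including those below the level for testing. Groups were compared with Naïve by exact two-sided permutation tests, in 128 comparisons, of which at most 6.4 would have p of at most 0.05 by chance. The lists held 20 genes for neutrophils, 14 for monocytes, 12 for activated DCs, 10 for immature DCs and 10 for Th2 cells.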

Heat maps of these z-scores indicate a marked upregulation of immune cell-related genes, most prominently at 1 day in Adr mice compared to Naïve, and at 0.5 days in Arrest mice compared to Naïve. 

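In Arrest, the mean difference in z-score from Naïve over the 16 populations was 0.26 at 0.5 days, 0.04 at 1 day, 0.11 at 3 days and 0 at 7 days, with 11, 8, 10 and 7 populations higher than in Naïve. In Adr the mean differences were 0.12, 0.24, 0.41 and 0.19, with 10, 14, 14 and 14 populations higher. The 3-day Adr mean rests on replicate 3, without which it was 0.07, with 9 populations higher. Its monocyte z-score was 3.47, against -0.468 to -0.013 in the other 3 libraries. Without single libraries the other Adr means ran from 0.09 to 0.15, from 0.2 to 0.28 and from 0.15 to 0.25 at 0.5, 1 and 7 days, and those of Arrest from 0.2 to 0.34 at 0.5 days, from -0.01 (without Arrest replicate 1) to 0.08 (without Arrest replicate 2) at 1 day, from -0.03 (without Arrest replicate 4) to 0.19 (without Arrest replicate 3) at 3 days and from -0.07 (without Arrest replicate 2) to 0.05 (without Arrest replicate 3) at 7 days. Of the 128 comparisons, 12 had an exact two-sided permutation p of at most 0.05, of which 10 were higher than Naïve. Adjusted over the 8 groups within a population 3 of them kept p of at most 0.05, and adjusted over all 128 comparisons none did. Differences between time points were not tested on these means.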

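The z-score of the neutrophil list was -0.48 ± 0.28 (SD, n = 5) in Naïve, 0.6 ± 0.53 (SD, n = 4) in Arrest at 0.5 days (exact two-sided permutation p = 0.0079, 0.063 adjusted over the 8 groups) and 0.34 ± 0.29 at 1 day (exact p = 0.016, adjusted 0.063). At 3 and 7 days it was -0.15 ± 0.54 and -0.35 ± 0.11 (exact p = 0.27 and 0.42). Adr hearts had 0.01 ± 0.45 at 0.5 days (exact p = 0.071, adjusted 0.14), 0.02 ± 0.32 at 1 day (exact p = 0.048, adjusted 0.13), 0.35 ± 1.06 at 3 days (exact p = 0.1) and -0.22 ± 0.23 at 7 days (exact p = 0.19). The difference from Naïve in Arrest at 0.5 days ran from 0.92 to 1.25 with single libraries left out. In Adr at 0.5 days it ran from 0.27 without Adr replicate 4 to 0.62 without Naïve replicate 2 (exact p = 0.029), and with the median over the list in place of the mean it was 0.37 (exact p = 0.0079, from 0.0079 to 0.21 over all alternatives). The 1-day Adr difference kept p of at most 0.05 in 1 of 9 fits that each left out 1 library, and ran from 0.35 without Adr replicate 2 to 0.61 without Naïve replicate 2 (exact p = 0.029, from 0.0079 to 0.18 over all alternatives).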

Neutrophil-associated genes were elevated in 0.5-day arrest mice [z-score 0.67 ± 0.14, *p* < 0.001] compared to Naïve mice [−0.41 ± 0.13] and in 0.5-day Adr mice [0.21 ± 0.19, *p* < 0.05] compared to Naïve. Monocyte-associated genes were similarly elevated in 0.5-day arrest mice [z-score 0.50 ± 0.21, *p* < 0.01] compared to Naïve mice [-0.50 ± 0.05], and in 0.5-day Adr mice [0.19 ± 0.2, *p* < 0.05] compared to Naïve. Additionally, dendritic cells (DCs) and T Helper 2 (Th2) cells were elevated in Arrest mice at 0.5 days compared to Naïve animals [DC z-score 0.58 ± 0.29 in Arrest compared to −0.24 ± 0.12 in Naïve, *p* < 0.05; Th2 z-score 0.40 ± 0.06 in Arrest compared to −0.25 ± 0.14 in Naïve, *p* < 0.05) No other immune cell groups showed significant elevations at any time point.

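For the monocyte list, the z-score was -0.37 ± 0.17 (SD, n = 5) in Naïve and 0.34 ± 0.44 (SD, n = 4) in Arrest at 0.5 days (exact two-sided permutation p = 0.0079, 0.063 adjusted over the 8 groups). In Adr at 0.5 days it was -0.3 ± 0.31 (exact p = 0.74), and without Adr replicate 4 the difference from Naïve was -0.08. Quantile normalization also changed its sign, to -0.03. Adr hearts at 1 day had 0.15 ± 0.57 (exact p = 0.1), a difference of 0.79 without Adr replicate 4 (exact p = 0.018, from 0.018 to 0.21 over all alternatives). Arrest at 1, 3 and 7 days had -0.16 ± 0.28, 0.44 ± 0.81 and -0.49 ± 0.16 (exact p = 0.22, 0.048 and 0.33), and the 3-day p was 0.17 when adjusted over the 8 groups. Adr at 3 and 7 days had 0.72 ± 1.84 and -0.24 ± 0.28 (exact p = 0.063 and 0.45). As a list, the 12 tested monocyte genes rose by 0.55 on the log2 scale in Arrest at 0.5 days (camera adjusted p = 0.033), with none of them past the threshold among all genes tested and 1 when adjusted over the list alone. The call was kept in 5 of 9 fits that each left out 1 library, and the value ran from 0.46 to 0.67.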

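Activated DCs had a z-score of -0.06 ± 0.28 (SD, n = 5) in Naïve and -0.07 ± 0.44 (SD, n = 4) in Arrest at 0.5 days (exact two-sided permutation p = 0.99), and p was between 0.34 and 0.99 in the 8 groups. With single libraries left out, the difference at 0.5 days ran from -0.14 to 0.18. Immature DCs were lower than Naïve in Adr at 0.5 days, with -0.2 ± 0.09 against 0.07 ± 0.2 (exact p = 0.016). The Th2 list had -0.27 ± 0.16 in Naïve and 0.21 ± 0.13 in Arrest at 0.5 days, with all 4 libraries above every Naïve library (exact p = 0.0079, 0.042 adjusted over the 8 groups). Of its 10 genes, 5 reached the level for testing, and with the median over the list the difference was 0.17 (exact p = 0.079, the highest over all alternatives). Th2 z-scores were also higher in Adr, 0.16 ± 0.23 at 0.5 days and 0.23 ± 0.34 at 1 day (exact p = 0.016 and adjusted p = 0.042 for each). Other populations with an unadjusted p of at most 0.05 were Th17, lower in Arrest at 0.5 days with -0.35 ± 0.22 against -0.05 ± 0.11 (exact p = 0.0079), and activated CD8 T cells, higher in Adr at 0.5 and 1 day with 0.25 ± 0.34 and 0.2 ± 0.28 against -0.24 ± 0.25 (exact p = 0.04 and 0.048). These last 2 lists had 2 tested genes each.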

**Fig. 3:**
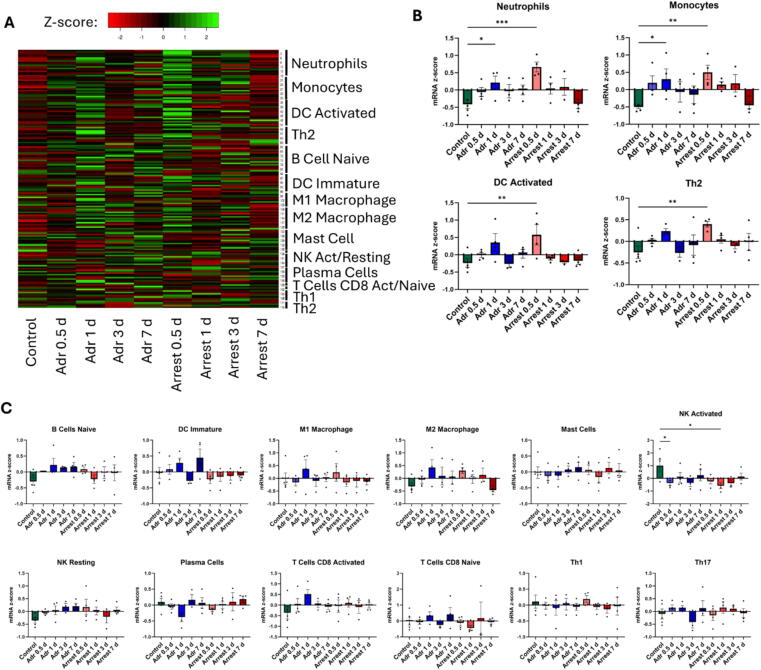
**Immunoprofiling of Adrenaline and Arrest hearts based on transcriptome data.** A. Heat maps demonstrating up- (green) or downregulation (red) of genes associated with 16 immune cell populations types based on z-scoring of gene expression for Adr (left) and Arrest (right) mice compared to Naïve controls. B. Comparison of average z-score change for neutrophils, monocytes, activated dendritic cells (DC), and T-helper 2 cells (Th2) comparing Adr and Arrest end-points to Naïve controls. C. Comparison of remaining immune cell populations between end-points and Naïve controls. *n* = 3–5/group. *=*p* < 0.05, **=*p* < 0.01, ***=*p* < 0.001 by ANOVA with Dunnett’s multiple comparison test. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 4:**
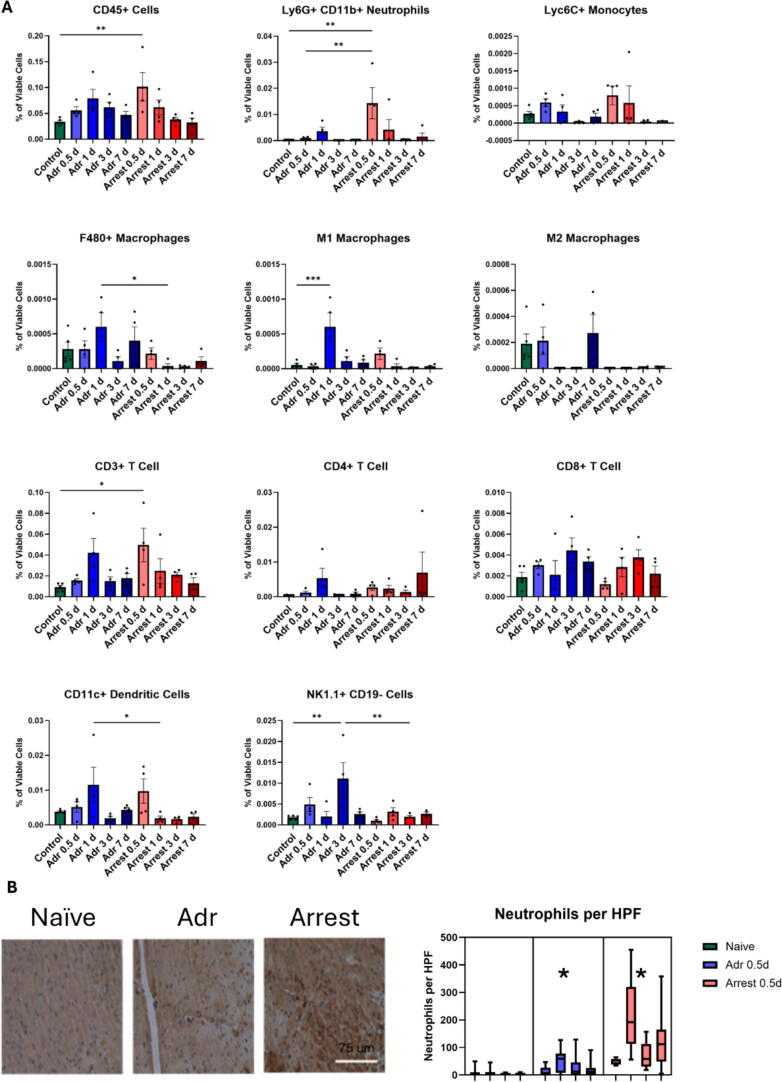
**Quantification of immune cell populations in Adr and Arrest hearts by flow cytometry.** A. Quantities represent the percent of viable cells that stained positive for markers of specific immune population. Comparisons are made between all end-points to Naïve controls as well as between same day Adr and Arrest end-points *n* = 3–5/group. *=*p* < 0.05, **=*p* < 0.01, ***=*p* < 0.001 by ANOVA with Dunnett’s multiple comparison test. B. Representative histologic sections with DAB staining of myeloperoxidase as a marker of neutrophil infiltration in Naïve controls as well as Adr and Arrest hearts from 0.5 d. *n* = 4/group. *=*p* < 0.05 compared to Naïve controls by nested 1 way ANOVA with Tukey’s multiple comparison test.

**Fig. 5:**
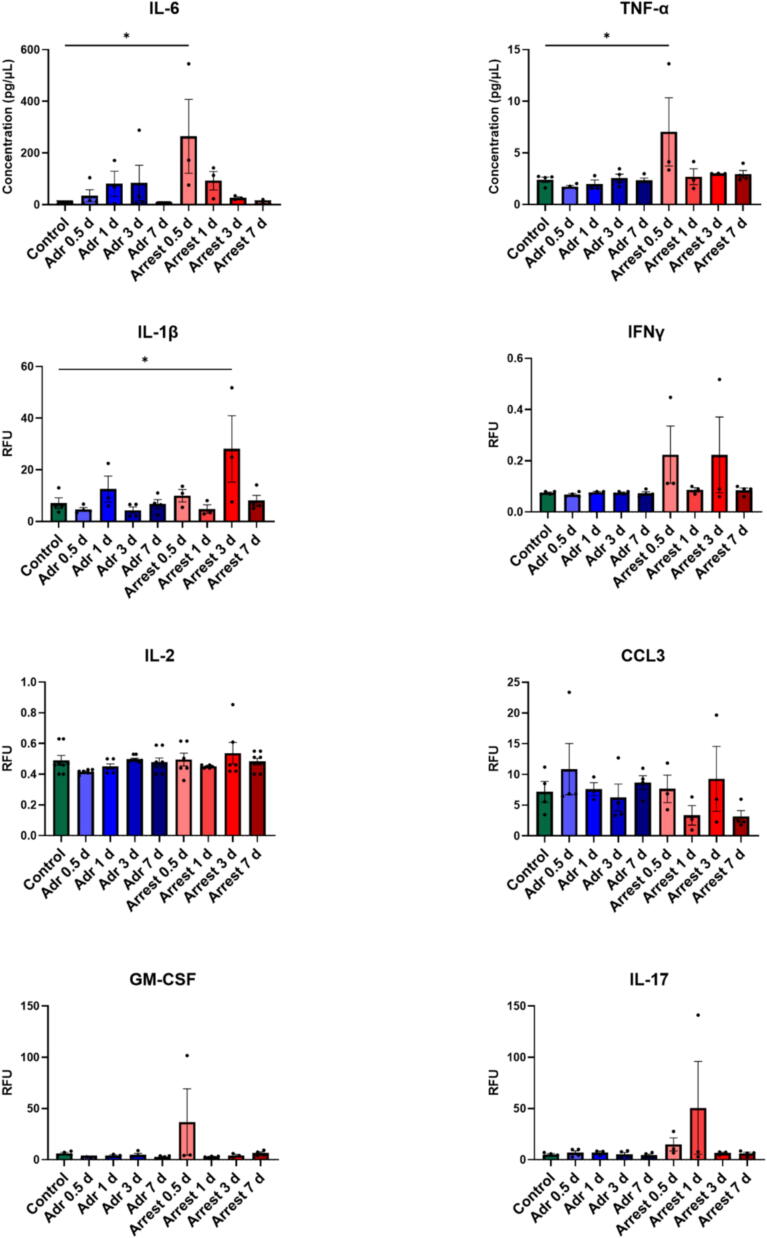
**Peripheral blood cytokine levels.** Blood from each end-point was evaluated for cytokine levels by multiplex assay kit for levels of interleukin 6 (IL-6), tumor necrosis factor α (TNF- α), interleukin 1β (IL1 β), interferon γ (IFN γ), interleukin 2 (IL2), chemokine ligand 3 (CCL3), granulocyte–macrophage colony-stimulating factor (GM-CSF), and interleukin 17 (IL-17). *n* = 3–5/group. *=*p* < 0.05 by ANOVA with Dunnett’s multiple comparison test.

To further define the cellular immune landscape of the heart following CA, we performed flow cytometry on dissociated myocardial tissue at serial time points post-intervention. Total CD45^+^ leukocytes were significantly elevated in the Arrest group at 0.5 days post-resuscitation [0.10 ± 0.03 %, *p* < 0.001] compared to Naïve [0.03 ± 0.00;Fig. 4A]. This elevation was primarily driven by an acute influx of neutrophils (CD11b^+^ Ly6G^+^; 0.014 ± 0.006 % in Arrest compared to 0.000 ± 0.000 in Naïve, *p* < 0.01). Neutrophil numbers peaked at 0.5 days and declined sharply in the Arrest group. Adr mice exhibited an increased concentration of macrophages at 1 day [0.0006 ± 0.0002 %, *p* < 0.01] compared to Arrest mice [0.000 ± 0.000] at the same time point, with elevated M1 macrophages [0.0006 ± 0.0002 % in Adr vs 0.000 ± 0.000 in Arrest, *p* < 0.01], specifically. 1-day Adr mice also showed elevated DCs compared to Arrest mice at the same time point [0.012 ± 0.005 % in Adr vs 0.002 ± 0.001 in Arrest, *p* < 0.01 ], and finally, natural killer (NK) cells were significantly elevated in 3-day Adr mice [0.011 ± 0.004, *p* < 0.01] when compared to both Naïve [0.002 ± 0.000] and 3-day Arrest mice [0.002 ± 0.000].

Histological Confirmation of Increased Neutrophil Infiltration in the Cardiac Tissues of Arrest Mice at 0.5 Days Post-Procedure.

Next, to validate neutrophil infiltration within the affected cardiac tissues in our CA model, histological staining was performed at 0.5 days post-procedure. This analysis confirms the observed increase in neutrophil presence, providing direct evidence of acute inflammatory cell recruitment following cardiac arrest. Our analysis revealed a significantly higher neutrophil count per high-powered field in the cardiac tissue of Arrest [117.6 ± 23.9 cells/HPF, *p* < 0.05] compared to Naïve mice [5.7 ± 2.9] and Adr mice [27.8 ± 10.1, *p* < 0.05] compared to Naïve mice (Fig. 4B). This increased neutrophil presence aligns with the Arrest immunoprofiling data, further validating the acute inflammatory response observed shortly after CA.

### Flow cytometry analysis revealed modulation of natural killer cells but not of other immune cells in the peripheral blood among the experimental groups

Flow cytometry analysis was performed on peripheral blood mononuclear cells (PBMCs) across groups to assess systemic immune cell alterations after CA. Notably, there was a significant decrease in natural killer (NK) cells in the Arrest mice at 1-day post-procedure [0.018 ± 0.004 %, *p* < 0.05] compared to Naïve mice [0.052 ± 0.006], indicating a potential suppression or redistribution of these cells in response to CA (Supplemental Fig. 1). Other immune cell populations remained consistent across the experimental groups, suggesting that the observed inflammatory response is primarily localized to specific immune cells without widespread alterations.

### Elevation of pro-inflammatory cytokine signaling in the acute phase in response to cardiac arrest

To investigate the systemic inflammatory response following CA, we conducted comprehensive cytokine profiling on plasma samples collected at various time points from all groups (Fig. 5). The analysis revealed a significant increase in pro-inflammatory cytokines IL-6 and TNF-α in the Arrest mice at 0.5 days post-procedure compared to Naïve controls [IL-6: 262.2 ± 143.1 pg/µl in Arrest vs 7.3 ± 1.5 in Naïve, *p* < 0.05; TNF-α 7.04 ± 3.3 pg/µl in Arrest vs 2.4 pg/µl0.3 in Naive, *p* < 0.05]indicating an acute inflammatory response shortly after CA. Additionally, the Arrest group at 3 days post-procedure exhibited elevated levels of IL-1β [28.1 ± 12.9 in Arrest vs 7.1 ± 2.1 in Naive, *p* < 0.05], suggesting a sustained but evolving inflammatory response. However, no other cytokines showed significant changes between the groups at any of the time points examined, highlighting the specificity of these pro-inflammatory cytokines in the early stages of post-arrest inflammation. This cytokine profile underscores the role of IL-6, TNF-α, and IL-1β as key mediators of the peripheral inflammatory response following CA.

## Discussion

CA is known to initiate a broad cascade of pathophysiological events, including myocardial dysfunction, systemic inflammation, and metabolic derangements, that contribute to the high morbidity and mortality seen in survivors.^16^ While early post-resuscitation myocardial dysfunction is well described in both preclinical and clinical settings,^26^, ^27^ the underlying inflammatory processes within the myocardium remain incompletely understood. In this study, we provide a detailed characterization of the myocardial inflammatory response following cardiac arrest (CA) and resuscitation in mice. We demonstrate that CA triggers a rapid and robust inflammatory response in the heart, characterized by early neutrophil infiltration and marked systemic upregulation of IL-6 and TNF-α. These changes coincided with a reduction in LV EF, indicating a close temporal relationship between immune activation and myocardial dysfunction. The inflammatory response was transient; both immune cell infiltration and transcriptomic perturbations returning to baseline by day 7, paralleling recovery of systolic function. Finally, we show that adrenaline exposure alone produced only a delayed and blunted inflammatory response, confirming that ischemia–reperfusion rather than catecholaminergic stimulation is the primary driver of myocardial immune activation.

Immunoprofiling and flow cytometry confirmed a coordinated immune cell response in the post-arrest heart. The early influx of neutrophils into myocardial tissue and upregulation of IL-6 and TNF-α align with classical paradigms of sterile inflammation seen in ischemic injury.^28^ This acute inflammatory surge, while potentially beneficial for debris clearance and repair signaling, may also contribute to secondary myocardial injury through oxidative stress, extracellular trap formation, and microvascular dysfunction.^29^ Neutrophils are known mediators of reperfusion injury through oxidative damage and protease release, and their presence has been associated with ventricular dysfunction in both animal and human models; unfortunately, neutrophil depletion has not improved outcomes in prior CA models.^30^, ^31^ Adr mice exhibited a delayed and attenuated neutrophilic response, consistent with reported detrimental effects of adrenaline treatment.^14^, ^32^, ^33^

We also observed elevated dendritic cells and Th2-associated transcripts early after CA, indicating a mild evolving adaptive immune response. These changes were paralleled by cytokine shifts in the systemic circulation, with early increases in IL-6 and TNF-α at 0.5 days, followed by sustained IL-1β at day 3. Clinical studies of out-of-hospital CA patients have found that elevated IL-6 levels correlate with 30 day mortality.^34^ IL-1β and TNF-α have also been identified as altered biomarkers in CA survivors, but have not demonstrated reliable association with longer term mortality.^35^, ^36^ Recent clinical trials have targeted similar inflammatory pathways. For example, IL-6 blockade (tocilizumab) has shown potential to blunt systemic inflammation and improve hemodynamics in post-CA patients,^37^ while corticosteroids may reduce post-resuscitation shock and inflammatory burden.^38^ Similarly, TNF-α blockage improves outcomes in a pig model.^39^ Our findings provide mechanistic support for these interventions by confirming robust and early cytokine activity in the post-arrest mouse.

The resolution of transcriptional and immunologic changes by day 7 in both groups suggests that the inflammatory response is self-limited in the absence of structural heart disease. This temporal pattern highlights a potential therapeutic window during which interventions to modulate inflammation, particularly targeting neutrophil infiltration or cytokine signaling, may be most effective. Importantly, we found little evidence of macrophage expansion or widespread systemic immune activation, suggesting that the immune response is primarily localized and short-lived.

From a translational standpoint, this study offers several key insights. First, the reproducible timing of inflammation and cardiac recovery provides a potential window for immunomodulatory intervention. Second, the delineation of ischemia-specific versus adrenaline-mediated responses highlights the importance of context when interpreting immune signatures in cardiac injury. Finally, the use of an integrated multi-modal platform, combining echocardiography, RNA sequencing, immunophenotyping, and histology, offers a blueprint for comprehensive cardiac immune profiling in both preclinical and clinical settings.

### Limitations and future directions

Several limitations warrant discussion. While this murine model recapitulates essential features of human CA, including transient systolic dysfunction and sterile inflammation, species-specific differences in immune kinetics must be considered when extrapolating to human physiology. The bulk tissue approach does not resolve cell-type specific transcriptomic changes, and future studies may utilize single-cell transcriptional analysis to more deeply categorize immune subtypes or spatial transcriptomic analyses to better determine regional immune changes in the heart. There are specific limitations to our mouse model. First, all treatment groups were exposed to isoflurane anesthesia, which can alter systemic and local inflammatory changes in the mouse,^40^, ^41^ potentially confounding our findings. Second, we do not include invasive hemodynamic monitoring, rather utilizing echocardiography to non-invasively monitor cardiac function. Finally, while intraventricular injection of KCl and adrenaline ensures reproducible induction and resuscitation, it introduces the possibility of local myocardial injury unrelated to systemic ischemia or catecholaminergic stimulation. To reduce this potential confounding, we excluded apical tissue adjacent to the injection site from analysis; however, we acknowledge that this approach may not fully eliminate injection-related bias. While our study focused on the acute immune phase, longer-term consequences of cardiac inflammation on fibrosis, remodeling, and arrhythmogenesis remain to be explored.

## Conclusions

Cardiac arrest triggers a rapid and transient myocardial inflammatory response marked by neutrophil infiltration, cytokine release, and transcriptional reprogramming. These changes coincide with myocardial stunning and resolve by one-week post-resuscitation. Our findings support the hypothesis that early innate immune activation contributes to post-arrest myocardial dysfunction and suggest that therapeutic strategies targeting inflammation, particularly within the first 24 h, may improve cardiac recovery and survival. These findings uncover a narrow but actionable therapeutic window and support the development of precision immunotherapies aimed at mitigating myocardial injury and improving post-arrest outcomes.

## CRediT authorship contribution statement

**Soumya Panigrahi:** Writing – review & editing, Writing – original draft, Visualization, Investigation, Formal analysis. **Siyi Jiang:** Writing – review & editing, Investigation. **Angela Enriquez:** Writing – review & editing, Investigation. **Sanjana Tummala:** Writing – review & editing, Investigation, Formal analysis. **Donald Rempinski:** Writing – review & editing, Investigation. **Kenneth E. Remy:** Writing – review & editing, Writing – original draft. **Cody A. Rutledge:** Writing – review & editing, Writing – original draft, Visualization, Supervision, Methodology, Investigation, Funding acquisition, Formal analysis, Conceptualization.

## Declaration of competing interest

None of the authors have financial disclosures or conflicts of interest.

# Supplementary material for: Temporal profiling of myocardial inflammation and recovery in a murine model of cardiac arrest and adrenaline exposure
**Source:** Resusc Plus. 2025 Oct 17;26:101137. doi: 10.1016/j.resplu.2025.101137
**Supplement:** Supplementary Data 1

**Supplement to “Temporal profiling of myocardial inflammation and recovery in a murine model of cardiac arrest and adrenaline exposure”**

Soumya Panigrahi MBBS PhD<sup>1</sup>, Alice Jiang BS<sup>2</sup>, Angela Enriquez BA<sup>2</sup>, Sanjana Tummala<sup>1</sup>, Donald Rempinski BA<sup>1</sup>, Kenneth E. Remy MD, MHSc, MSCI, FCCM<sup>1</sup>, Cody A. Rutledge MD PhD<sup>1-4</sup>

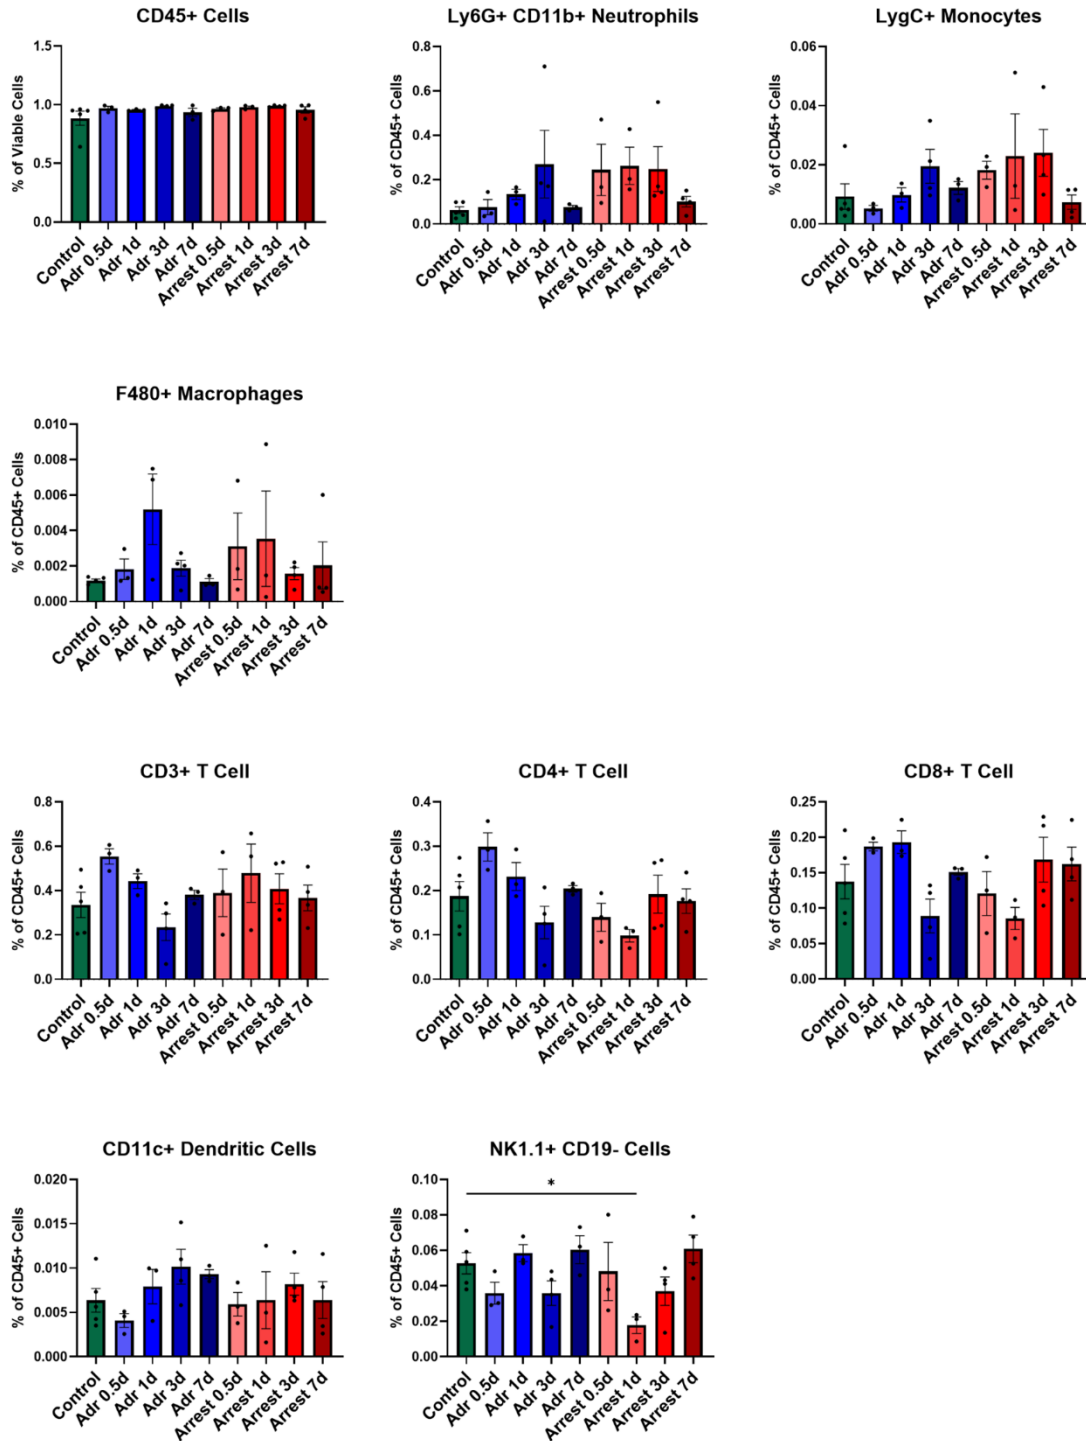

**Supplemental Figure 1. Quantification of immune cell populations in Adrenaline (Adr) and Arrest peripheral blood by flow cytometry.** Quantities represent the percent of viable cells that stained positive for markers of specific immune population. Comparisons are made between all end-points to Naïve controls as well as between same day Adr and Arrest end-points. A full gating strategy is available in Supplementary Figures 3-4. n=3-5/group. \*= $p < 0.05$  by ANOVA with Dunnett's multiple comparison test.

58

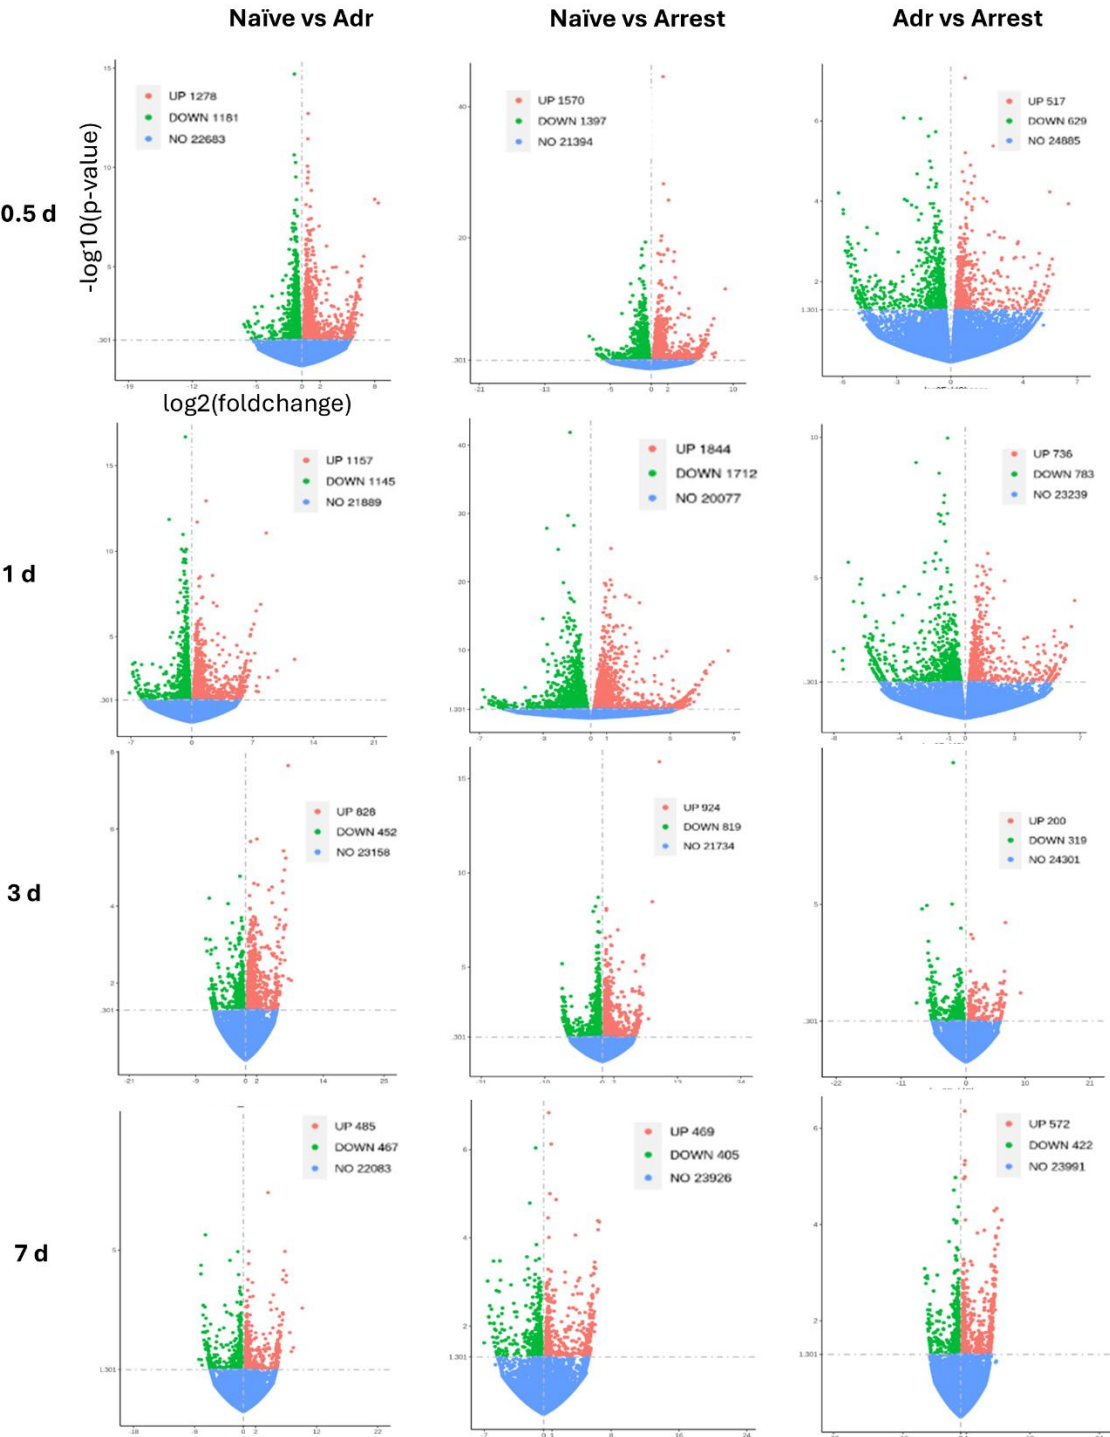

**Supplemental Figure 2. Volcano plots of differentially expressed genes between groups.** All Adr and Arrest end-points are compared to a single group of Naïve controls. Adr vs Arrest groups are compared at the same endpoint (i.e. 0.5 d sham vs 0.5 d arrest).

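Among the 16530 genes tested, those with an unadjusted limma p of at most 0.05 were divided by direction. In Adr against Naïve, 1350 were higher and 962 lower at 0.5 days, 1373 and 1057 at 1 day, 1268 and 1027 at 3 days and 644 and 373 at 7 days. Arrest against Naïve gave 1737 higher and 1265 lower genes at 0.5 days, 2055 and 1537 at 1 day, 1255 and 1014 at 3 days and 568 and 284 at 7 days. For Arrest against Adr, 346 were higher and 292 lower in Arrest at 0.5 days, 567 and 523 at 1 day, 456 and 432 at 3 days and 249 and 167 at 7 days.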

59  
60  
61  
62  
63  
64  
65

Adr vs Arrest Reactome Pathways

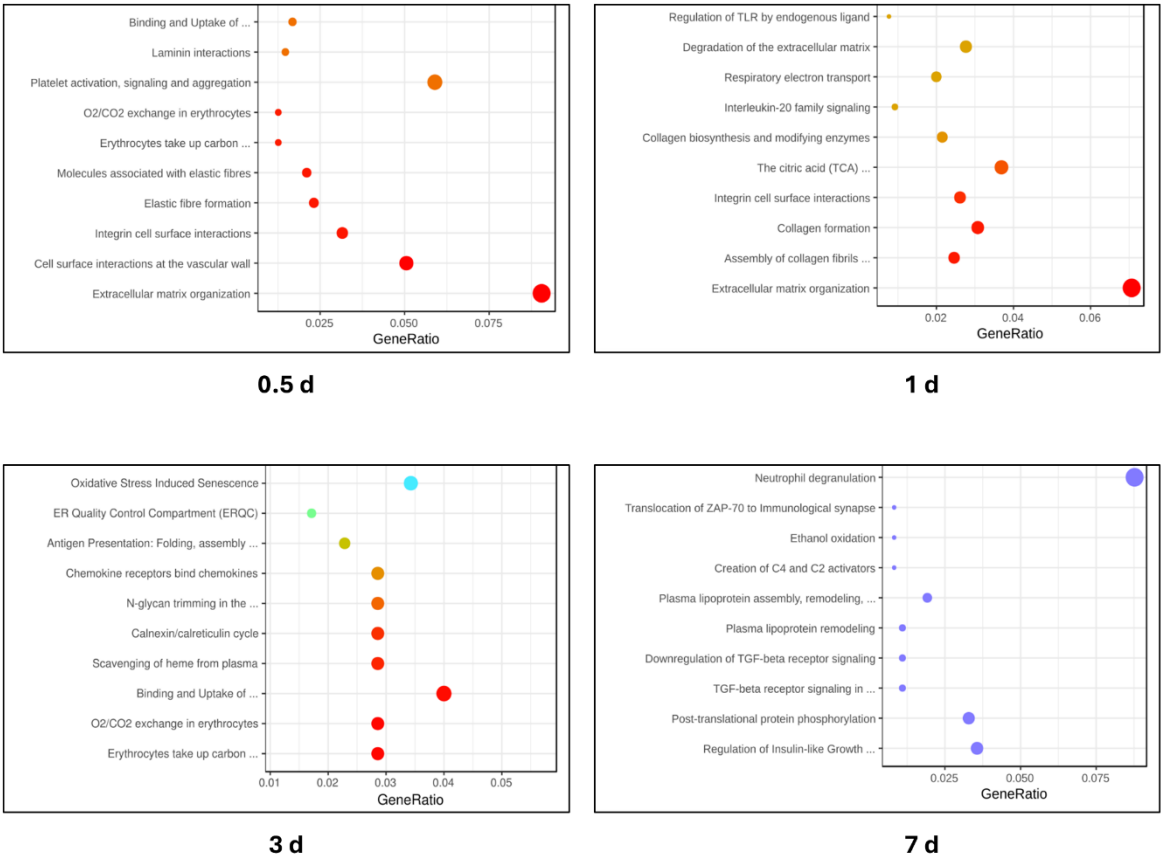

**Supplemental Figure 3. Pathway Analysis of Adr and Arrest myocardial transcriptomes at each end-point.** The top 10 Reactome pathway analyses comparing Adr and Arrest hearts at study end-points.

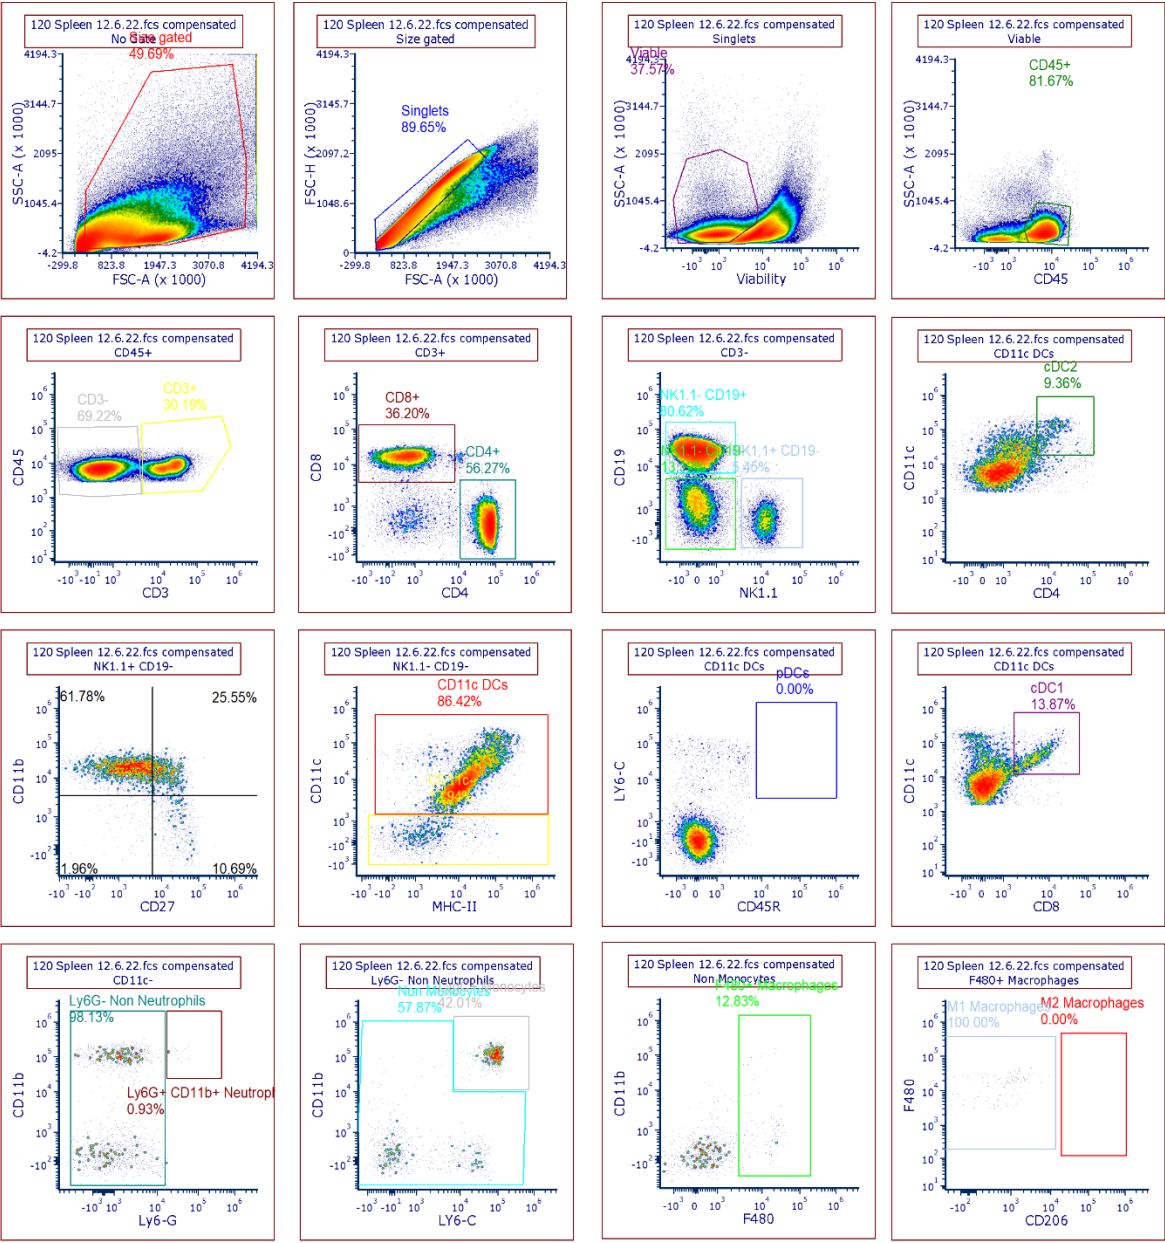

**Supplemental Figure 4. Gating strategy for infiltrating immune cells taken from a representative spleen.**

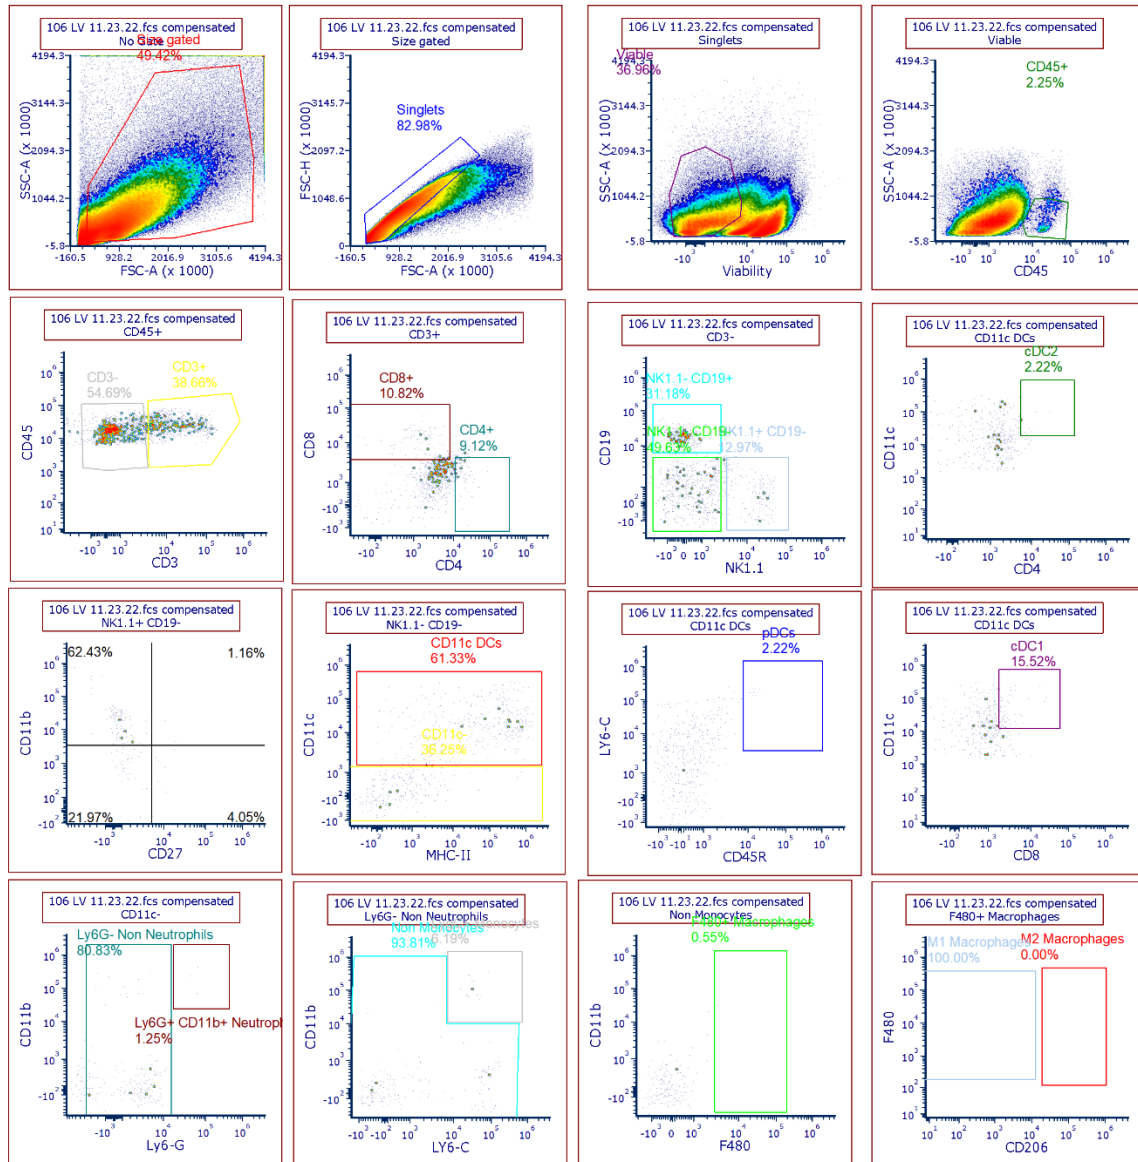

**Supplemental Figure 5. Gating strategy for infiltrating immune cells taken from a representative left ventricle.**

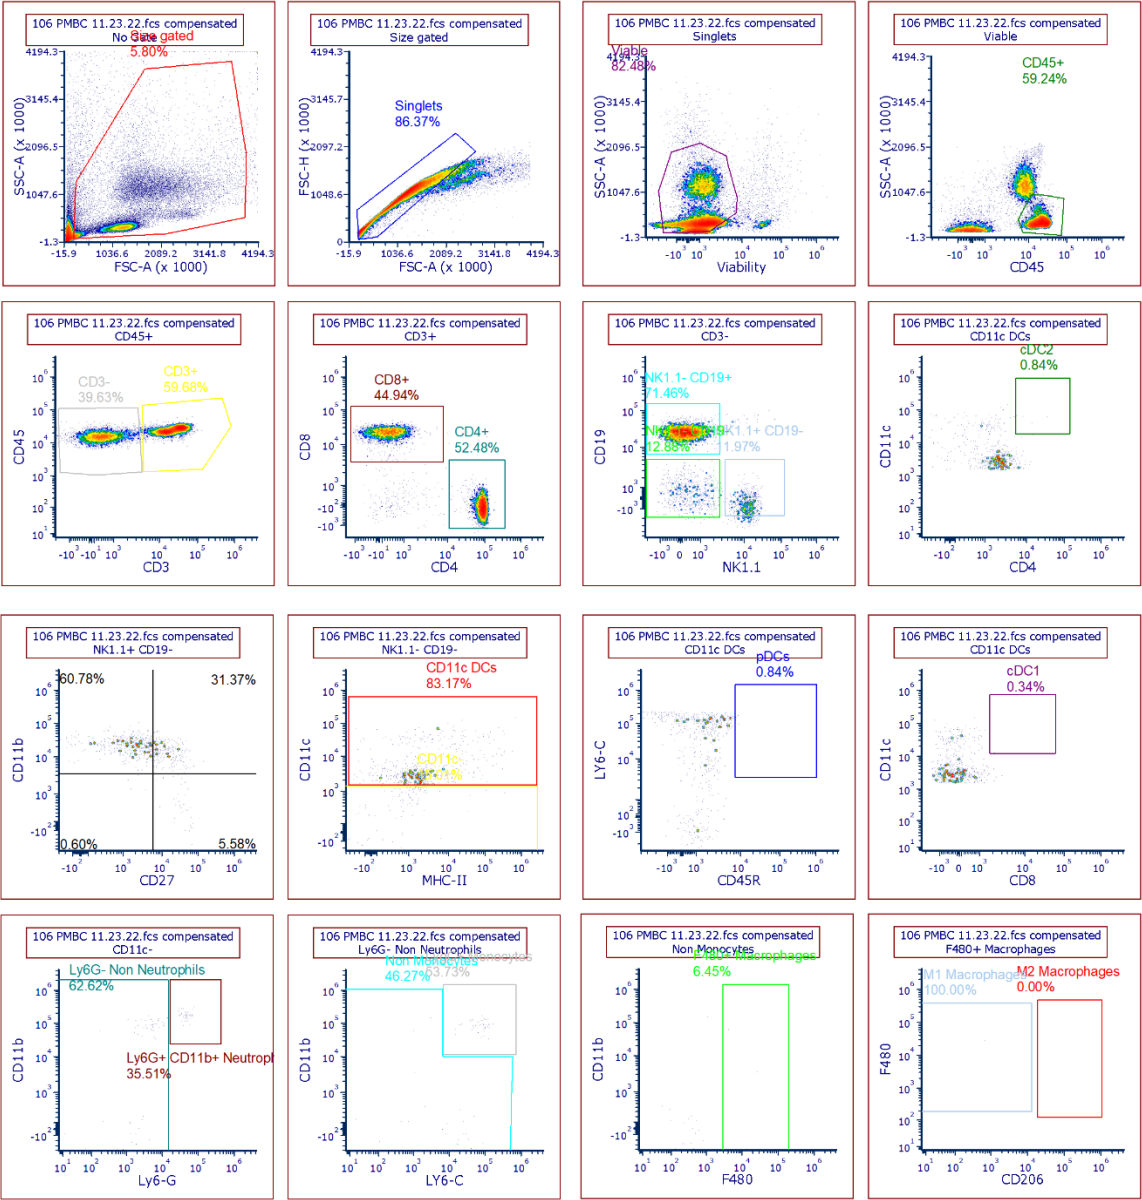

**Supplemental Figure 6. Gating strategy for immune cells taken from peripheral mononuclear blood cells.**

How the deposited data were processed for this re-analysis (not part of the article)

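Bulk RNA sequencing of left ventricular tissue was analysed in 37 libraries, 5 from Naïve mice and 4 from each of 8 groups of Adr and Arrest mice on days 0.5, 1, 3 and 7. Groups were taken from the sample labels, which call the Adr groups sham. Novogene sequenced the libraries, and reads were checked with FastQC and aligned with HISAT2 by or for the authors, whose own tests used DESeq2. The authors deposited 1 table of FPKM values for 56748 genes, with gene lengths and symbols and 1 column per library. No per-sample column was left unused (0 columns). Of the symbols, 77 are shared by more than 1 gene ID, and IDs were kept apart. The paper's text does not name the genome build, the annotation, the counting tool or the strand counted, so no coordinates are given. Genes that overlap others, antisense genes and near-identical copies, such as the haemoglobin and ribosomal protein genes and genes with Gm names, are uncertain for that reason.

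The deposited FPKM values were checked for their unit. FPKM multiplied by gene length was a whole multiple of the worth of 1 fragment in 100% of the values, which gave the number of fragments counted on genes in each library, from 13.2 to 30.2 M (M, 1e6 fragments). These totals set the precision of low values. Rescaling by median ratios gave the same factor, 1.013, in every library, so the deposited values already carried such a scaling. Among 666 pairs of libraries, 58 of them within a group, no 2 columns were copies of one another (lowest chi-square per gene of a pair within a group 11.8).

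Values were converted to log2(FPKM + 1). The 16530 genes with at least 0.5 FPKM in at least 4 libraries were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (eBayes with a mean-variance trend), with 1 mean per group and no covariates. Each Adr and Arrest group was compared with Naïve, Arrest with Adr at the same time, and 0.5 with 1 day within each arm, and the change from 0.5 to 1 day was compared between the arms. The Benjamini-Hochberg method adjusted p-values within each comparison, with a threshold of 0.05. The model was tested on simulated data. Of 200 genes given a known change, 76.5% were called, and 86% of those changed by at least 1.5 on the log2 scale. Unchanged genes made up 5.9% of the calls, and fitted and true changes correlated with r = 0.95 (16744 genes tested). Simulated data without any change gave 2 calls over 14 comparisons (16694 genes tested).

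Genes are named by a fixed rule. For each comparison with Naïve the 3 largest rises and 3 largest falls (5 and 5 for Arrest at 0.5 days) were taken among genes past the threshold, with a mean of at least 1 FPKM in 1 of the groups and every library of one group above every library of the other. Gene lists were written for 37 families, among them respiratory complexes, citric acid cycle enzymes, proteasome, ribosome, platelets, extracellular matrix, 16 immune populations, the clock, the glucocorticoid response, cardiac stress and other tissues. Of these, 31 had at least 3 tested genes and were tested with camera at a correlation of 0.01, with fry and an estimated correlation as alternatives. For the immune populations, z-scores across all libraries were averaged per list and library. Principal components were computed per arm with each gene scaled to unit variance. Single measures were compared by exact two-sided permutation tests, which cannot give a p below 0.0079 for 4 libraries against 5, 0.029 for 4 against 4 or 0.018 for 3 against 5. For distances, whose measure changes when the 2 groups are exchanged, the smallest p of 4 against 4 is 0.014.

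Alternatives were the scaling (none, quantile, by the fragments counted in each library), the pseudocount (0.1), the filter (none, or a mean of at least 1 FPKM), removal of each library's trend with gene length by a local regression (span 0.5), whose computation was rewritten after results of its earlier form had been seen, sample quality weights, covariates, a fit of only the 2 compared groups, the test, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's Reactome gene sets and its list of immune genes were not used here, and neither were its blood, cytokine and histology measurements, for which the table holds no samples.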

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

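Of the tests below, those of the clock score by arm and of permuted scores, of atrial tissue and blood in single libraries, of the share of heart muscle and of the genes detected in Naïve replicate 4 were chosen only after the result was seen. A library lay far from the rest of its group, by Dixon's criterion, in 26 of 146 sets of 4 or 5 values, where chance gives 7.3.

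Adr replicate 3 at 3 days lay apart in the largest number of measures. Its first-component score was 218, against -31.8 to 4.4 in the rest of its group. Genes of the mitochondrial genome took 9.36% of its fragments (26% to 28.1% in the others). Its means on the log2(FPKM + 1) scale were 5.73 for complex I (7.17 to 7.32), 6.99 for complexes II to V (8.42 to 8.53), 5.5 for citric acid cycle enzymes (7.03 to 7.34) and 5.49 for extracellular matrix genes (3.28 to 3.47). Its z-scores were 3.47 for monocytes (-0.468 to -0.013) and 1.48 for activated DCs (-0.567 to -0.26). Spp1 stood at 586 FPKM, Col1a1 at 389, Postn at 119, Sprr1a at 84.1 and Myh6 at 374. Atrial genes were high, with Sln at 58.8 and Myl7 at 222 FPKM and a list mean of 5.7 (at most 2.68 in the others), but with the change that goes with the atrial list removed the library's deviation was 0.765, down from 0.791 and still above 0.573, the highest of the libraries other than this one and Naïve replicate 4. Blood is argued against by its red blood cell list, at 4.68 against at most 6.65. A lower share of heart muscle alone would raise the other cell types alike. The extracellular matrix list deviated by 2.13 (within-group SD 0.3), monocytes by 2.51 (0.29), mast cells by 0.34 (0.3) and the red blood cell list by -1.7 (0.32). Red blood cells depend on the blood left after flushing, and the other lists checked all rose. Myh6 stood at 1140 to 1600 FPKM in the rest of the group. The unequal rises argue against a lower share of muscle as the whole cause, but a lower share is not excluded. A local scar or injury with monocytes and matrix may be a candidate explanation, which was not tested, and a difference in sampling or labelling stays open as well. The other libraries of the group received the same treatment, injections into the left ventricle included, so the design gives no condition that sets this one apart. The paper discarded the apex against needle injury and grants that some injection bias may remain. In Arrest at 3 days, replicate 4 was also high in Spp1, Postn and Col1a1, at 65.3, 89.5 and 99.7 FPKM (at most 12.2, 51 and 26.8 in the rest of its group). The paper excluded 1 Adr sample at 3 days for poor quality without naming it. Whether that sample is this library is not known, and poor quality stays open as a cause.

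Naïve replicate 4 had 13475 genes above 0 (16297 to 16925 in the other Naïve libraries). Its second-component scores were -123 in the Adr plot (-31.2 to -10.6) and -164 in the Arrest plot (19.2 to 35), and its mean for the glucocorticoid list was 3.46 (3.71 to 3.8). Its number of fragments, 13.4 M, does not account for the genes missing, since the other Naïve libraries thinned to that number had 16260 to 16921. In it, 613 genes with a mean of at least 1 FPKM in the other Naïve libraries were listed at 0, against at most 224 in another. Its atrial mean was 2.55, within the group's 2.71. Its red blood cell mean was 6.61 (6.28 at most in the others), but with the change that goes with blood removed its deviation was 0.629, above 0.564, the highest of the libraries other than this one and Adr replicate 3 at 3 days, and not below the 0.614 before removal. A difference in the library or the RNA may remain, and no biological explanation was tested.

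Fragments were far higher in 3 libraries, with 25.9 M in Adr replicate 4 at 1 day (13.6 to 14.6 in the rest), 30.2 M in Arrest replicate 4 at 3 days (14.8 to 16.5) and 28.5 M in Arrest replicate 4 at 7 days (13.8 to 14.9). The first also had 21356 genes above 0 (16623 to 17373). FPKM removes a difference in total fragments, and more fragments detect more low genes, but this was not tested by thinning these libraries.

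Smaller deviations were found in 10 further sets of values. Arrest replicate 1 at 1 day had 16812 genes above 0 (18160 to 18436) and a monocyte z-score of 0.256 (-0.325 to -0.264). Adr replicate 4 at 0.5 days had a monocyte z-score of 0.162 (-0.496 to -0.396). Arrest replicate 1 at 3 days had a correlation with gene length of 0.07 (-0.11 to -0.08) and a glucocorticoid mean of 4.9 (3.62 to 3.81). For complexes II to V, Adr replicate 1 at 0.5 days had 8.76 (8.67 to 8.68) and Arrest replicate 3 at 1 day 9.08 (8.78 to 8.8). Extracellular matrix means were 3.53 in Adr replicate 1 at 0.5 days (3.71 to 3.75) and 4.14 in Adr replicate 1 at 7 days (3.45 to 3.56). Adr replicate 3 at 7 days had a second-component score of -20.7 (-15 to -14.3). No technical or biological explanation was tested for these.

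Several lists outside the paper's pathways differed from Naïve. Glucocorticoid response genes (10 genes, Mt1 among them) rose by 0.99 in Adr at 0.5 days (camera adjusted p = 0.00056, 10 of 10 higher), by 1.26 in Arrest at 0.5 days (3.9e-05, 9 higher) and by 1.34 at 1 day (0.00012, 10 higher), and both Arrest calls held under fry (adjusted p = 0.044 and 0.046). Of these genes 0, 3 and 4 differed among all genes tested, and 5, 6 and 6 when adjusted over the list alone. Stress, anaesthesia and handling were not tested as causes. Atrial genes (7 tested, 1 of them also in the cardiac stress list) rose by 1.6 in Adr at 1 day (adjusted p = 0.013, exact two-sided permutation p = 0.048) and by 1.42 at 7 days (0.0023, exact p = 0.016), with 2 and 0 genes past the threshold when adjusted over the list alone and none among all genes tested, and the 1-day value fell to 0.96 without Adr replicate 2 (0.37). Sln, listed at 0 in all Naïve libraries, stood at 119, 20.2 and 1.1 FPKM in Adr replicates 2 to 4 at 1 day and at 0 in replicate 1, and Myl7 ran from 2.55 to 6.09 FPKM in Naïve and to 439 FPKM in Adr replicate 2. Atrial tissue taken along with the ventricle in these libraries is a possible source, and the tests of it in Adr replicate 3 at 3 days and Naïve replicate 4 (0.765 and 2.55, as above) cover other libraries. Red blood cell genes (7 tested) changed by -0.44 in Arrest at 0.5 days (adjusted p = 0.032, exact p = 0.056), by -0.54 at 1 day (0.024, exact p = 0.016) and by -0.9 at 3 days (3.5e-06, exact p = 0.0079, fry adjusted p = 0.043). Without Naïve replicate 4 the first 2 were -0.31 and -0.42 (adjusted p = 0.18 and 0.13). There were 0 genes past the threshold among all genes and 6 at 3 days when adjusted over the list alone. The amount of blood left in the tissue was not tested as an explanation.

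Clock genes (14 genes) fell by 0.33 in Arrest at 0.5 days (adjusted p = 0.0044, fry adjusted p = 0.044, exact two-sided permutation p = 0.024), with 2 genes past the threshold among all genes tested and 7 when adjusted over the list alone. The time of day of collection may therefore have differed from that of Naïve. A clock score differed from Naïve by 1.15 in Arrest at 0.5 days (exact p = 0.032) and by 0.38 in Adr at 0.5 days (exact p = 0.37), with an SD of 0.62 in Naïve and differences from -0.36 to 0.83 at the later time points. With the score as a covariate, 62 genes differed in Arrest at 0.5 days, 60 of them also in the fit without it, and 8 in Adr in place of 31, all 8 also in the fit without it. As few were left under 24 of 100 permuted scores in Arrest (median 156.5) and under 8 of 100 in Adr (median 22). Time of day and treatment therefore cannot be told apart for the genes of either arm at 0.5 days. At 1 day, where no permuted scores were drawn, 116 genes differed in Adr with the score (114 without it, 100 shared). In Arrest at 1 day 818 genes differed with the score (1176 without it, 792 shared). Times of collection were not used here.

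In the direct comparison of Arrest with Adr, 4 lists were past the threshold in both camera and the exact test. The difference was -0.25 for clock genes at 0.5 days (camera adjusted p = 0.042, exact two-sided permutation p = 0.029), -0.58 for red blood cell genes at 0.5 days (0.00024, exact p = 0.029), 0.58 for neutrophils at 1 day (0.0058, exact p = 0.029) and 0.62 for brown fat genes at 1 day (0.0058, exact p = 0.029). Without single libraries, the clock call was kept in 4 of 8 fits, and the red blood cell value was -0.33 without Adr replicate 4 (camera adjusted p = 0.089). None of these calls held under fry, and 0.029 is the smallest p that 4 libraries against 4 can give. Brown fat rests on 3 tested genes, Cidea, Fabp3 and Cox7a1, since Ucp1 and Elovl3 were below the level for testing. Cox7a1 is also in the complex II to V list, and heart muscle expresses it, so the list does not show brown fat. Arrest with resuscitation is the condition that differs between the arms, and it was not separated from a technical difference.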

How the results depend on the processing

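No test in this part was chosen only after its result was seen, apart from the alternatives named here. Scaling by counted fragments, voom on the recovered fragments and leaving Adr replicate 3 at 3 days out of every comparison were chosen after seeing the data, and the computation that removes the length trend was rewritten after seeing its earlier results. FPKM as deposited differs from the rescaled values by 1 constant and tests nothing. Without any alternative, the numbers of genes, with those at an unadjusted p of at most 0.05 in parentheses, were 31 (2312) for Adr at 0.5 days, 114 (2430) for Adr at 1 day, 0 (2295) for Adr at 3 days, 0 (1017) for Adr at 7 days, 531 (3002) for Arrest at 0.5 days, 1176 (3592) for Arrest at 1 day, 23 (2269) for Arrest at 3 days and 0 (852) for Arrest at 7 days. They were 0 (638) for Arrest against Adr at 0.5 days, 0 (1090) for Arrest against Adr at 1 day, 0 (888) for Arrest against Adr at 3 days, 1 (416) for Arrest against Adr at 7 days, 0 (462) for 0.5 against 1 day in Adr, 0 (484) for 0.5 against 1 day in Arrest and 0 (545) for the difference between the arms in the change from 0.5 to 1 day. Where no cause follows from the construction of an alternative, the cause was not tested.

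Quantile normalization gave 50 genes for Adr at 0.5 days and 0 genes for Arrest against Adr at 7 days. Quantile normalization also gave a list mean of -0.23 for citric acid cycle enzymes in Adr at 0.5 days (adjusted p = 0.0047), -0.23 for citric acid cycle enzymes in Arrest at 0.5 days (0.014) and -0.23 for citric acid cycle enzymes in Arrest at 1 day (0.017). Quantile normalization also gave a z-score difference of -0.03 for monocytes in Adr at 0.5 days (exact p = 0.87) and 0.42 for neutrophils in Adr at 1 day (0.079). Scaling by counted fragments gave 80 genes for Adr at 0.5 days, 213 genes for Adr at 1 day, 9 genes for Adr at 3 days, 15 genes for Arrest at 3 days and 0 genes for Arrest against Adr at 7 days.

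A pseudocount of 0.1 gave 10 genes for Adr at 3 days, 5 genes for Adr at 7 days, 2 genes for Arrest at 7 days and 0 genes for Arrest against Adr at 7 days. A pseudocount of 0.1 also gave a list mean of 0.2 for platelets in Arrest at 1 day (adjusted p = 0.95), 1.31 for neutrophils in Adr at 0.5 days (0.023) and 1.19 for neutrophils in Adr at 1 day (0.032). A pseudocount of 0.1 also gave a z-score difference of 0.65 for neutrophils in Adr at 0.5 days (exact p = 0.024). Using no filter gave 65 genes for Adr at 1 day, 1 gene for Adr at 7 days, 323 genes for Arrest at 0.5 days, 2 genes for Arrest at 7 days and 4 genes for Arrest against Adr at 7 days. Using no filter further gave 1 gene for 0.5 against 1 day in Arrest. A minimum mean of 1 FPKM gave 47 genes for Adr at 0.5 days and 10 genes for Adr at 3 days. A minimum mean of 1 FPKM also gave a list mean of 0.15 for platelets in Arrest at 3 days (adjusted p = 0.72) and -0.03 for platelets in Arrest at 7 days (0.89).

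Removing each library's length trend gave 4 genes for Adr at 0.5 days, 15 genes for Adr at 1 day, 2 genes for Adr at 3 days, 346 genes for Arrest at 0.5 days and 697 genes for Arrest at 1 day. Removing each library's length trend further gave 1 gene for 0.5 against 1 day in Arrest. Removing each library's length trend also gave a list mean of 0.13 for complexes II to V in Adr at 0.5 days (adjusted p = 0.083), 0.05 for complex I in Adr at 1 day (0.66), 0.03 for complexes II to V in Adr at 1 day (0.75) and 0.14 for complex I in Arrest at 0.5 days (0.11). Removing each library's length trend then gave a list mean of 0.11 for complexes II to V in Arrest at 0.5 days (adjusted p = 0.17), -0.04 for citric acid cycle enzymes in Arrest at 1 day (0.84), -0.02 for platelets in Arrest at 0.5 days (0.96) and 0.52 for neutrophils in Adr at 0.5 days (0.03). Removing each library's length trend also gave a difference in distance of -2.97 for Adr at 1 day (exact p = 0.97) and -2.47 for Arrest at 0.5 days (0.96).

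Sample quality weights gave 363 genes for Adr at 0.5 days, 233 genes for Adr at 1 day, 5 genes for Adr at 7 days, 1947 genes for Arrest at 1 day and 6 genes for Arrest at 3 days. Sample quality weights further gave 15 genes for Arrest against Adr at 0.5 days, 1 gene for Arrest against Adr at 1 day and 2 genes for Arrest against Adr at 7 days. Ddx3y as a covariate gave 1 gene for Arrest against Adr at 1 day and 0 genes for Arrest against Adr at 7 days. The description number as covariate gave 18 genes for Adr at 0.5 days, 0 genes for Adr at 1 day, 237 genes for Arrest at 0.5 days, 34 genes for Arrest at 1 day and 0 genes for Arrest at 3 days. The description number as covariate further gave 0 genes for Arrest against Adr at 7 days. The description number as covariate also gave a list mean of -0.03 for citric acid cycle enzymes in Adr at 1 day (adjusted p = 0.89), 0.01 for citric acid cycle enzymes in Arrest at 0.5 days (0.99), 0.15 for matrix genes in Adr at 7 days (0.62) and -0.14 for matrix genes in Arrest at 7 days (0.091). The description number as covariate then gave a list mean of -0.13 for matrix genes in Arrest against Adr at 0.5 days (adjusted p = 0.041).

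The replicate number as a block gave 3 genes for Adr at 0.5 days, 49 genes for Adr at 1 day, 280 genes for Arrest at 0.5 days, 768 genes for Arrest at 1 day and 12 genes for Arrest at 3 days. The replicate number as a block further gave 0 genes for Arrest against Adr at 7 days and 1 gene for the difference between the arms in the change from 0.5 to 1 day. The replicate number as a block also gave a list mean of 0.28 for platelets in Arrest at 3 days (adjusted p = 0.059). The replicate number as a block also gave a z-score difference of 0.37 for neutrophils in Adr at 1 day (exact p = 0.18). The numbers do not pair the libraries: residuals of 144 pairs with the same number had a median correlation of 0.002 and those of 464 with different numbers one of -0.003.

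The test of lists left mean log2 fold changes as they were. Fry and the estimated correlation were run only on all libraries, Adr replicate 3 at 3 days included. Neither camera with an estimated correlation nor fry called complex I in Adr at 0.5 days (0.39, adjusted p = 0.94 and 0.5), complexes II to V in Adr at 0.5 days (0.35, adjusted p = 0.94 and 0.5), complex I in Adr at 1 day (0.26, adjusted p = 0.95 and 0.58), complexes II to V in Adr at 1 day (0.24, adjusted p = 0.95 and 0.58), citric acid cycle enzymes in Adr at 1 day (-0.18, adjusted p = 0.95 and 0.75) and complex I in Arrest at 0.5 days (0.34, adjusted p = 0.91 and 0.35). The same holds for complexes II to V in Arrest at 0.5 days (0.31, adjusted p = 0.91 and 0.35), complex I in Arrest at 1 day (0.54, adjusted p = 0.83 and 0.097), complexes II to V in Arrest at 1 day (0.52, adjusted p = 0.83 and 0.097), matrix genes in Adr at 7 days (0.31, adjusted p = 0.96 and 0.99) and matrix genes in Arrest against Adr at 1 day (-0.29, adjusted p = 0.78 and 0.74). Only the estimated correlation lost neutrophils in Arrest at 0.5 days (1.24, adjusted p = 0.14), neutrophils in Arrest at 1 day (1.08, adjusted p = 0.62) and platelets in Arrest at 3 days (0.32, adjusted p = 0.25).

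A fit of only the 2 groups gave 21 genes for Adr at 1 day, 0 genes for Arrest at 3 days and 0 genes for Arrest against Adr at 7 days. A fit of only the 2 groups also gave a list mean of -0.07 for citric acid cycle enzymes in Adr at 0.5 days (adjusted p = 0.0037), 0.58 for neutrophils in Adr at 0.5 days (0.025), 0.5 for neutrophils in Adr at 1 day (0.014) and -0.06 for citric acid cycle enzymes in Arrest at 0.5 days (0.034). A fit of only the 2 groups then gave a list mean of -0.08 for matrix genes in Arrest against Adr at 0.5 days (adjusted p = 0.024). Voom on the recovered fragments gave 2 genes for Adr at 3 days, 4 genes for Adr at 7 days, 41 genes for Arrest at 3 days and 0 genes for Arrest against Adr at 7 days. Voom on the recovered fragments also gave a list mean of 0.51 for platelets in Arrest at 1 day (adjusted p = 0.85) and 1.83 for neutrophils in Adr at 0.5 days (0.043).

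Z-scores without the log gave a z-score difference of 0.34 for neutrophils in Adr at 1 day (exact p = 0.13). The median over each list gave a z-score difference of 0.37 for neutrophils in Adr at 0.5 days (exact p = 0.0079) and 0.17 for Th2 cells in Arrest at 0.5 days (0.079). Listed genes of at least 0.5 FPKM gave a z-score difference of 0.88 for neutrophils in Adr at 0.5 days (exact p = 0.024). The 500 most variable genes gave a difference in distance of 3.87 for Arrest at 0.5 days (exact p = 0.024) and 3.89 for Arrest at 1 day (0.024).

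Over all alternatives, leaving out a library included, the adjusted p of these lists ran as follows: for Adr at 0.5 days, citric acid cycle enzymes 0.0037 to 0.97, neutrophils 0.011 to 0.94, complexes II to V 5.4e-16 to 0.94 and complex I 8.4e-17 to 0.94. For Arrest at 0.5 days, citric acid cycle enzymes 0.014 to 0.99, complex I 6.2e-10 to 0.91, complexes II to V 1.2e-10 to 0.91, platelets 0.63 to 1 and neutrophils 1.3e-08 to 0.14. For Arrest at 1 day, citric acid cycle enzymes 0.017 to 1, platelets 0.58 to 1, complex I 3.3e-20 to 0.83, complexes II to V 1.4e-23 to 0.83 and neutrophils 3e-05 to 0.62. For Adr at 1 day, neutrophils 0.014 to 0.95, complex I 5.6e-09 to 0.95, complexes II to V 9.4e-10 to 0.95 and citric acid cycle enzymes 1.4e-07 to 0.95. For Arrest at 3 days, platelets 0.0022 to 0.72. For Arrest at 7 days, platelets 0.31 to 0.98 and matrix genes 0.091 to 0.99. For Adr at 7 days, matrix genes 3.9e-07 to 0.99. For Arrest against Adr at 0.5 days, matrix genes 0.024 to 0.99. For Arrest against Adr at 1 day, matrix genes 8.3e-06 to 0.78.

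Without 1 library at a time, counts of genes ran from 3 (without Naïve replicate 1) to 223 (without Adr replicate 3 at 3 days) for Adr at 0.5 days, from 27 (without Adr replicate 3 at 1 day) to 416 (without Adr replicate 3 at 3 days) for Adr at 1 day, from 0 to 34 (without Adr replicate 1 at 3 days) for Adr at 3 days and from 0 to 1 (without Adr replicate 1 at 7 days) for Adr at 7 days. Counts in the next comparisons ran from 125 (without Arrest replicate 2 at 0.5 days) to 910 (without Adr replicate 3 at 3 days) for Arrest at 0.5 days, from 487 (without Arrest replicate 3 at 1 day) to 1703 (without Adr replicate 3 at 3 days) for Arrest at 1 day, from 12 (without Naïve replicate 1) to 186 (without Adr replicate 3 at 3 days) for Arrest at 3 days and from 0 to 1 (without Arrest replicate 4 at 7 days) for Arrest at 7 days. Further counts of genes ran from 0 to 2 (without Arrest replicate 4 at 0.5 days) for Arrest against Adr at 0.5 days, from 0 to 2 (without Adr replicate 3 at 0.5 days) for 0.5 against 1 day in Adr, from 0 to 2 (without Arrest replicate 3 at 1 day) for the difference between the arms in the change from 0.5 to 1 day and from 0 to 4 (without Arrest replicate 4 at 1 day) for Arrest against Adr at 1 day. Remaining counts of genes ran from 0 to 1 (without Arrest replicate 2 at 3 days) for Arrest against Adr at 3 days, from 0 (without Adr replicate 3 at 3 days) to 1 for Arrest against Adr at 7 days and from 0 to 4 (without Arrest replicate 3 at 1 day) for 0.5 against 1 day in Arrest.

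List means without 1 library ran over these ranges. In Adr at 0.5 days, complex I 0.36 to 0.43, complexes II to V 0.31 to 0.38, citric acid cycle enzymes -0.1 to -0.04 and neutrophils 0.35 to 0.74. In Adr at 1 day, complex I 0.17 to 0.35, complexes II to V 0.16 to 0.31, citric acid cycle enzymes -0.23 to -0.14 and neutrophils 0.45 to 0.55. In Arrest at 0.5 days, complex I 0.25 to 0.42, complexes II to V 0.23 to 0.41, citric acid cycle enzymes -0.1 to -0.02, platelets 0 to 0.13 and neutrophils 0.99 to 1.45. In Arrest at 1 day, complex I 0.47 to 0.58, complexes II to V 0.45 to 0.55, citric acid cycle enzymes -0.01 to 0.05, platelets -0.11 to 0.03 and neutrophils 0.97 to 1.21. In Arrest at 3 days, platelets 0.21 to 0.44 and neutrophils 0.26 to 0.72. In Arrest at 7 days, platelets 0.04 to 0.13, neutrophils 0.08 to 0.18 and matrix genes -0.08 to 0.1. In Adr at 7 days, matrix genes 0.15 to 0.38. In Arrest against Adr at 0.5 days, matrix genes -0.14 to 0.05. In Arrest against Adr at 1 day, matrix genes -0.45 to -0.19.

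Z-score differences ran from 0.92 to 1.25 for neutrophils in Arrest at 0.5 days, from 0.58 to 0.85 for monocytes in Arrest at 0.5 days, from 0.27 to 0.62 for neutrophils in Adr at 0.5 days and from -0.08 to 0.14 for monocytes in Adr at 0.5 days. Other z-score differences ran from 0.35 to 0.61 for neutrophils in Adr at 1 day, from 0.38 to 0.79 for monocytes in Adr at 1 day, from -0.14 to 0.18 for activated DCs in Arrest at 0.5 days and from 0.42 to 0.54 for Th2 cells in Arrest at 0.5 days. Differences in distance from Naïve ran from -13.1 to 3.29 for Adr at 0.5 days, from -1.96 to 14.7 for Adr at 1 day, from -13 to 25 for Adr at 3 days and from -22 to -5.35 for Adr at 7 days. Other differences in distance ran from -3.18 to 15 for Arrest at 0.5 days, from 3.69 to 21.9 for Arrest at 1 day, from 3.97 to 24.9 for Arrest at 3 days and from -24.7 to -10.4 for Arrest at 7 days. First-component differences lost their p of at most 0.05 in 1, 8, 7 and 8 of 9 fits for Adr on days 0.5, 1, 3 and 7, and in 0, 0, 0 and 4 for Arrest. That of Adr at 3 days was also lost with a minimum mean of 1 FPKM, and that of Arrest at 7 days with the 500 most variable genes.

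Neutrophils in Adr at 0.5 days (0.58) changed without Naïve replicate 1 (0.63, adjusted p = 0.036), Adr replicate 1 at 0.5 days (0.74, 0.011), Adr replicate 2 at 0.5 days (0.66, 0.04) and Adr replicate 3 at 3 days (0.58, 0.046). Citric acid cycle enzymes in Adr at 1 day (-0.18) changed without Naïve replicate 3 (-0.16, adjusted p = 0.052) and Adr replicate 2 at 1 day (-0.14, 0.086). Platelets in Arrest at 1 day (-0.01) changed without Naïve replicate 4 (0.03, adjusted p = 0.85), Arrest replicate 2 at 1 day (0.03, 0.87) and Arrest replicate 3 at 1 day (0.02, 0.83). Platelets in Arrest at 3 days (0.32) changed without Naïve replicate 5 (0.28, adjusted p = 0.055), Arrest replicate 1 at 3 days (0.25, 0.073) and Arrest replicate 4 at 3 days (0.21, 0.14). Complex I in Adr at 1 day (0.26) changed without Adr replicate 4 at 1 day (0.17, adjusted p = 0.058). Matrix genes in Adr at 7 days (0.31) changed without Adr replicate 1 at 7 days (0.15, adjusted p = 0.48). Matrix genes in Arrest against Adr at 0.5 days (-0.08) changed without Arrest replicate 1 at 0.5 days (0.05, adjusted p = 0.8), Arrest replicate 2 at 0.5 days (-0.14, 0.042) and Arrest replicate 3 at 0.5 days (-0.12, 0.048). Citric acid cycle enzymes in Arrest at 1 day (0.03) changed without Arrest replicate 3 at 1 day (-0.01, adjusted p = 0.89). Matrix genes in Arrest at 7 days (0.04) changed without Arrest replicate 2 at 7 days (-0.08, adjusted p = 0.23).

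The z-score of neutrophils in Adr at 1 day (0.5) changed in 8 fits, all but the one without Naïve replicate 2, with exact p from 0.071 to 0.11. The z-score of neutrophils in Adr at 0.5 days (0.49) changed without Naïve replicate 2 (0.62, exact p = 0.029). The z-score of monocytes in Adr at 0.5 days (0.07) changed without Adr replicate 4 at 0.5 days (-0.08, exact p = 0.43). The z-score of monocytes in Adr at 1 day (0.52) changed without Adr replicate 4 at 1 day (0.79, exact p = 0.018). The distance of Adr at 1 day (2.39) changed without Naïve replicate 1 (-1.96, exact p = 0.99), Naïve replicate 2 (-0.124, 1), Naïve replicate 3 (-1.73, 0.99) and Naïve replicate 4 (14.7, 0.014). The distance of Arrest at 0.5 days (2.75) changed without Naïve replicate 1 (-1.37, exact p = 0.94), Naïve replicate 3 (-0.882, 0.97) and Arrest replicate 2 at 0.5 days (-3.18, 0.98). The distance of Adr at 0.5 days (-8.25) changed without Naïve replicate 4 (3.29, exact p = 0.81). The distance of Arrest at 1 day (8.79) changed without Naïve replicate 4 (21.9, exact p = 0.029). The distance of Arrest at 3 days (11.1) changed without Naïve replicate 4 (24.9, exact p = 0.014). The distance of Adr at 3 days (12.4) changed without Adr replicate 3 at 3 days (-13, exact p = 0.59). Changed here means another direction or another side of the threshold. Adjusted p-values are from camera, and exact ones are two-sided permutation tests.

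Of the 34 named pairs of a gene and a comparison, none reversed under the alternatives that changed the processing, and the following numbers were no longer past the threshold, with 0 of them under quantile normalization, Ddx3y as a covariate and, of 32 tested, a minimum mean of 1 FPKM: 23 with description number as a covariate, 10 with gene length trend removed, 9 with no filter, 17 with only the 2 groups, 1 with scaling by counted fragments, 6 with pseudocount 0.1, 9 with replicate block, 6 with sample quality weights and 14 with voom on the recovered fragments.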

Differences from the paper's values

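The paper's volcano plots (Supplemental Fig. 2) give numbers of genes that were read by eye and set beside the genes with an unadjusted p of at most 0.05 found here. The paper excluded 1 poor-quality Adr sample at 3 days without naming it, while all 4 libraries were used here. The paper's counts for that group may therefore rest on other libraries. For Adr at 3 days against Naïve, the paper shows about 830 higher genes in Supplemental Fig. 2, and 1268 were found here. Of the alternatives set before the data were examined, quantile normalization (1091), a mean of at least 1 FPKM (961), removal of the trend with gene length (1068, rewritten after its earlier results had been seen), sample quality weights (687), the replicate block (1142), a fit of only the 2 groups (612) and fits without Naïve replicate 1 (1200), Naïve replicate 4 (1144), Naïve replicate 5 (1187) or Adr replicate 3 (709) came within 1.5 times of it, and the rest did not. For lower genes in the same comparison the paper shows about 450 in Supplemental Fig. 2, against 1027 here. Sample quality weights (554), the description number as a covariate (309), only the 2 groups (388) and the fit without Adr replicate 3 (494) came within 1.5 times of it, and the rest did not.

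For Arrest against Adr at 0.5 days, the paper shows about 520 higher and about 630 lower genes in Supplemental Fig. 2, against 346 and 292 here. Higher genes came within 1.5 times of the paper's value with quantile normalization (375), Ddx3y as a covariate (358), only the 2 groups (502) and without Arrest replicate 1 (422) or 3 (413), and lower genes with sample quality weights (821) and only the 2 groups (595). FPKM as deposited differs by a constant and tests nothing, and the other alternatives set before the data were examined did not close these gaps. At 3 days the paper shows about 200 higher genes in Supplemental Fig. 2, against 456 here, and of the alternatives set before the data were examined only the fit of the 2 groups (203) closed the gap. At 7 days it shows about 570 higher and about 420 lower genes in Supplemental Fig. 2, against 249 and 167 here. Sample quality weights (574 and 471) and only the 2 groups (523 and 437) closed both gaps, and no filter (610) that of the lower genes, while the rest did not.

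For activated DCs in Arrest at 0.5 days, the paper's z-score is 0.58 (SEM 0.29), against -0.07 here. For monocytes in Adr at 0.5 days, the paper's z-score is 0.19 (SEM 0.2), against -0.3 here. None of the alternatives set before the data were examined, nor the scaling by counted fragments added after the values were seen, closed these 2 gaps. For Th2 cells in Arrest at 0.5 days, the paper's z-score is 0.40 (SEM 0.06), against 0.21 here. With only the listed genes that had a mean of at least 0.5 FPKM it was 0.42, and no other alternative set before the data were examined closed the gap. The lists of genes differ from the paper's, whose list was not used here. So do the libraries, since z-scores were taken over all of them, while the paper excluded 1 Adr sample at 3 days. Adr replicate 3 at 3 days, with a monocyte z-score of 3.47, was among them. The values set beside the paper's were not computed again without any Adr library at 3 days.

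The paper places the largest deviation of Arrest at 0.5 days, whereas 1176 genes differed at 1 day and 531 at 0.5 days here, and in the direct comparison 0 genes differed (484 at an unadjusted p of at most 0.05). With a number from the sample descriptions as a covariate, the order was 237 genes at 0.5 days and 34 at 1 day. Permuted numbers left as few genes at 1 day in 47 of 100 draws. As 67.5% of the variance of the number lies between groups, this covariate cannot decide the order of the time points in either arm. In Adr the paper places the peak at 1 day, where 114 genes differed here against 31 at 0.5 days, and the same covariate gave 0 genes at 1 day and 18 at 0.5 days. Sample quality weights and the fit of only the 2 groups also gave more genes at 0.5 days in Adr, 363 against 233 and 32 against 21.

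The paper states of its top 10 pathways that platelet activation and neutrophil degranulation were present in Arrest at 0.5 days and absent later. Lists tested singly do not rank pathways, so the values here differ in kind from that statement and do not contradict it. Here the neutrophil list differed from Naïve at 0.5 days (1.24) and at 1 day (1.08, camera adjusted p = 4e-04), and the platelet list did not at 0.5 days (0.08, adjusted p = 0.84) but did at 3 days (0.32, adjusted p = 0.012). With an estimated correlation between genes neither neutrophil call held. The paper's full list in Supplemental Table 3 has neutrophil degranulation in Arrest at 1 day. The paper also names neutrophil degranulation in Adr at 1 day, outside the top 10, where the neutrophil list was not past the threshold here (0.5, adjusted p = 0.099). It was with a pseudocount of 0.1 (1.19, 0.032) and in a fit of only the 2 groups (0.5, 0.014), with adjusted p from 0.014 to 0.95 over all alternatives.

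The paper's abstract reports that mitochondrial and metabolic pathways were downregulated after arrest. Complex I genes here rose by 0.34 and 0.54 in Arrest at 0.5 and 1 day (camera adjusted p = 1.2e-05 and 8.2e-12). Neither call held under fry (adjusted p = 0.35 and 0.097), which was run only with Adr replicate 3 at 3 days included. With the trend with gene length removed, the rises were 0.14 and 0.3 (camera adjusted p = 0.11 and 4e-05). The paper counts the citric acid cycle among the pathways most changed in both arms. Its pathways are Reactome sets, and the 21 enzymes listed here need not be the same genes. The values here therefore differ in kind from that statement and do not contradict it. The listed enzymes changed by -0.07 and -0.18 in Adr and by -0.06 and 0.03 in Arrest at 0.5 and 1 day. Only the 1-day Adr value had a camera adjusted p of at most 0.05 (0.014). Quantile normalization gave -0.23 for Adr at 0.5 days and for Arrest at 0.5 and 1 day (adjusted p = 0.0047, 0.014 and 0.017), and a fit of only the 2 groups called the list at 0.5 days in Adr (-0.07, adjusted p = 0.0037) and Arrest (-0.06, adjusted p = 0.034). With the trend with gene length removed, the values were -0.14 and -0.25 in Adr (adjusted p = 0.15 and 0.0038). Over all alternatives the adjusted p ran from 0.0037 to 0.97 for Adr at 0.5 days, from 0.014 to 0.99 for Arrest at 0.5 days and from 0.017 to 1 for Arrest at 1 day.

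The paper states that extracellular matrix pathways differed between Adr and Arrest at 0.5 days. The list did not here (-0.08, camera adjusted p = 0.16), but did in a fit of only the 2 groups (-0.08, 0.024), with the description number as a covariate (-0.13, 0.041) and without Arrest replicate 2 (-0.14, 0.042) or 3 (-0.12, 0.048). Without Arrest replicate 1 the value was 0.05 (0.8), and the adjusted p ran from 0.024 to 0.99 over all alternatives.

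The paper's text reports raised neutrophil and monocyte z-scores in Adr at 0.5 days, while its Fig. 3B marks Adr at 1 day. Here neither was past the threshold at 0.5 days (exact p = 0.071 for neutrophils and 0.74 for monocytes), and neutrophils were at 1 day (exact p = 0.048). Neutrophils at 0.5 days were past it with a pseudocount of 0.1 (difference 0.65, exact p = 0.024), with the median over the list (0.37, exact p = 0.0079), with listed genes of at least 0.5 FPKM (0.88, exact p = 0.024) and without Naïve replicate 2 (0.62, exact p = 0.029). The paper reports no other elevated population. Here, before adjustment, activated CD8 T cells were higher than Naïve in Adr at 0.5 and 1 day (exact p = 0.04 and 0.048). Th2 cells were higher in Adr at 0.5 and 1 day (exact p = 0.016 for each). So were neutrophils in Arrest at 1 day (exact p = 0.016) and monocytes in Arrest at 3 days (exact p = 0.048). The monocyte value rested mostly on Arrest replicates 1 and 4 (z-scores 0.94 and 1.3, against -0.38 and -0.11 in replicates 2 and 3).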

Other observations

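Among the tests in this part, those of complex I by group, of the description number and of other splits of 0.5 against 1 day were chosen only after the result was seen.

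Gene length bias between libraries was tested as a technical explanation for the rise of complex I genes. With each library's trend with gene length removed, the list rose by 0.17 in Adr at 0.5 days (camera adjusted p = 0.02, exact two-sided permutation p = 0.04) and by 0.3 in Arrest at 1 day (4e-05, exact p = 0.016). These values argue against gene length as the whole cause there. In Adr at 1 day the value was 0.05 and in Arrest at 0.5 days 0.14 (adjusted p = 0.66 and 0.11), which is what the bias predicts. In these groups random lists matched on length and expression rose by means of 0.13 and 0.18, however, and complex I, with 0.26 and 0.34, lay at the 99.5th and 99.15th percentile of 10000 such lists, which goes against gene length as the whole cause. Such lists leave out the correlation between complex I genes, so the 2 tests point different ways, and gene length and a change of complex I cannot be told apart in these groups. Over all alternatives the adjusted p ran from 8.4e-17 to 0.94, from 5.6e-09 to 0.95, from 6.2e-10 to 0.91 and from 3.3e-20 to 0.83 in Adr at 0.5 and 1 day and Arrest at 0.5 and 1 day. The trend itself differs between groups, and whether it comes from the RNA, the libraries or the hearts was not tested.

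Other splits of the same libraries gave as many differing genes as the real groups in the following numbers, the real split included. For Adr at 0.5 and 1 day and for Arrest at 0.5, 1 and 3 days against Naïve, it was 1 of 100 drawn splits each, with at most 20, 29, 139, 483 and 19 genes in any other split. For Adr at 3 and 7 days and Arrest at 7 days 0 genes differed (2295, 1017 and 852 at an unadjusted p of at most 0.05), and any split has at least as many, so that the 100 of 100 found decide nothing. The largest count in another split was 13, 3 and 2 genes. The same holds for the 35 of 35 splits of Arrest against Adr at 0.5, 1 and 3 days, with 0 genes (638, 1090 and 888 unadjusted), where other splits gave up to 2, 18 and 1384 genes, and for those of 0.5 against 1 day in Adr and in Arrest, with 0 genes (462 and 484 unadjusted), where they gave up to 36 and 32. For Arrest against Adr at 7 days, with 1 gene, it was 4 of 35, with at most 1 gene in another split.

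The sample descriptions carry a number whose meaning is not stated, and an order of processing behind it was tested. With the number as a covariate, 34 genes differed in Arrest at 1 day in place of 1176. Permuted numbers left as few genes in 47 of 100 draws (median 37.5), and 67.5% of the variance of the number lies between groups, so that its order and the groups cannot be told apart for these genes. Within the groups of the 37 libraries, the number correlated with each library's position along the mean change of Arrest at 1 day by r = -0.09 and rho = -0.1 (two-sided p = 0.55 from 20000 permutations within groups).

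Proteasome genes (34 genes) rose by 0.19 and 0.26 in Adr at 0.5 and 1 day (camera adjusted p = 1.9e-05 and 2.4e-09) and by 0.25, 0.39 and 0.15 in Arrest at 0.5, 1 and 3 days (1.2e-07, 3.7e-15 and 0.00055, the last 0.11 with 0.06 without Arrest replicate 1). Under fry the calls of Adr at 1 day and of Arrest at 0.5 and 1 day held (adjusted p = 0.0053, 0.0029 and 6.5e-06). Of the genes, 0, 6, 8 and 19 differed among all genes tested in Adr at 0.5 and 1 day and in Arrest at 0.5 and 1 day, and 12, 13, 13 and 25 when adjusted over the list alone. With the trend with gene length removed, the values in these 4 groups were 0.05, 0.13, 0.13 and 0.24. At 7 days the list changed by -0.01 in Adr and 0 in Arrest. Ribosomal protein genes (79 genes), whose copies may share reads, rose by 0.19, 0.25 and 0.31 in Adr at 0.5, 1 and 3 days (2.5e-05, 4.6e-10 and 4e-17) and by 0.19, 0.25, 0.43 and 0.11 in Arrest on days 0.5, 1, 3 and 7 (3.9e-05, 5.4e-08, 8.1e-35 and 0.0087). Only the call at 3 days in Arrest held under fry (adjusted p = 0.01), where 3 genes differed among all genes tested and 56 when adjusted over the list alone. With the length trend removed, the values were -0.01 and 0.05 in Adr and 0.01 and 0.03 in Arrest at 0.5 and 1 day, and 0.28 at 3 days in Arrest.

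The lists that remain were as follows. Genes of the mitochondrial genome (13 genes) fell by 0.41 in Adr at 3 days (camera adjusted p = 0.0017) and were not past the threshold in Arrest or in Adr at 0.5 and 1 day (0.14 and 0.02 in Adr, 0.23 and 0.15 in Arrest). Complex I, complexes II to V and citric acid cycle enzymes fell by 0.2, 0.24 and 0.45 in Adr at 3 days (0.00012, 5.7e-06 and 1.6e-10), and cardiac stress genes (9 genes) by 0.42 (0.0017), while leukocyte stain genes (4 tested) rose by 0.74 (0.023), platelet genes by 0.36 (0.016), extracellular matrix genes by 0.53 (2.1e-05), neutrophils by 0.64 (0.0084) and monocytes by 0.75 (0.00026). None of these 3-day Adr calls held under fry, and most rested on replicate 3. Without it complex I, complexes II to V and genes of the mitochondrial genome rose by 0.17, 0.14 and 0.15 (adjusted p = 0.00088, 0.0027 and 0.69), citric acid cycle enzymes changed by -0.03 (0.6), and leukocyte stain, platelet, extracellular matrix, neutrophil and monocyte genes by 0.15, 0.24, 0, 0.43 and 0.13 (0.8, 0.11, 0.77, 0.17 and 0.69). The call of cardiac stress genes was lost as well, and 3 of the 31 lists differed in place of 11, against up to 14 without Adr replicate 4. Citric acid cycle enzymes also fell by 0.15 in Arrest at 3 days (0.046), where extracellular matrix genes and monocytes rose by 0.52 and 0.67 (0.00055 and 0.0057). Without Arrest replicate 4 these 3 values were -0.05, 0.25 and 0.44 (0.72, 0.28 and 0.17). Genes of the blood cytokine panel (3 tested) were not past the threshold against Naïve in any group. White fat genes (5 tested) rose by 0.84 in Arrest at 7 days (0.036), or by 0.23 without Arrest replicate 2 (0.74), and brown fat genes (3 tested) by up to 0.66, in Arrest at 1 day (0.1). Neither skeletal muscle genes (5 tested) nor the 5 sex-linked genes were past the threshold against Naïve. Lung and thymus had 2 tested genes each and were not tested. Of the 12 tested immune lists, only neutrophils and monocytes were past the threshold against Naïve in any group.

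By Xist and Ddx3y, 7 of the 8 Adr and Arrest groups held 2 males and 2 females, and Arrest at 7 days held 1 male and 3 females.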
